# Chromatin Priming Renders T Cell Tolerance-Associated Genes Sensitive to Activation below the Signaling Threshold for Immune Response Genes

**DOI:** 10.1016/j.celrep.2020.107748

**Published:** 2020-06-09

**Authors:** Sarah L. Bevington, Sky T.H. Ng, Graham J. Britton, Peter Keane, David C. Wraith, Peter N. Cockerill

**Keywords:** T cell, tolerance, chromatin, epigenetic, gene regulation, signaling, transcription factor, CTLA4, IL-10, Cbl-b

## Abstract

Immunological homeostasis in T cells is maintained by a tightly regulated signaling and transcriptional network. Full engagement of effector T cells occurs only when signaling exceeds a critical threshold that enables induction of immune response genes carrying an epigenetic memory of prior activation. Here we investigate the underlying mechanisms causing the suppression of normal immune responses when T cells are rendered anergic by tolerance induction. By performing an integrated analysis of signaling, epigenetic modifications, and gene expression, we demonstrate that immunological tolerance is established when both signaling to and chromatin priming of immune response genes are weakened. In parallel, chromatin priming of immune-repressive genes becomes boosted, rendering them sensitive to low levels of signaling below the threshold needed to activate immune response genes. Our study reveals how repeated exposure to antigens causes an altered epigenetic state leading to T cell anergy and tolerance, representing a basis for treating auto-immune diseases.

## Highlights

• Activation of immune response genes is suppressed in tolerant T cells
• Epigenetic priming of repressive genes is boosted when tolerance is established
• Inhibitory receptor genes have a lower threshold of activation in tolerant cells
• Induction of tolerance by peptides points toward a therapy for multiple sclerosis

## Introduction

The maintenance of immunological homeostasis requires T cell responses to antigen (Ag) to be both tightly regulated and receptive to negative feedback. The engagement of effector T cells is dependent on the activation of multiple parallel signaling pathways, thereby ensuring appropriate immune responses. The magnitude of the response to T cell receptor (TCR) signaling can also be suppressed by inducing an anergic state in response to: (1) repeated exposure to Ag, resulting in tolerance (Sabatos-Peyton et al., 2010); (2) lack of co-receptor stimulation (Schwartz, 2003); or (3) negative feedback from inhibitory receptors, such as PD-1, CTLA4, LAG3, TIM3, and TIGIT, as seen in tumor-infiltrating lymphocytes (TILs) and exhausted T cells facing chronic exposure to viral Ags (Anderson et al., 2016, Wherry et al., 2007, Wherry and Kurachi, 2015). PD-1 reduces the strength of TCR signaling below the threshold for many immune response genes, but not for a subset of other inducible genes that have a lower activation threshold (Shimizu et al., 2020). However, the molecular basis for this phenomenon is unknown.

During a normal immune response, the co-activation of TCR and CD28 signaling in effector T cells leads to the transcriptional activation of hundreds of genes via inducible transcription factors (TFs), such as NFAT, AP-1, nuclear factor κB (NF-κB), and EGR1 (Yukawa et al., 2020; Figure 1A). These same TFs are also strongly induced by the phorbol ester phorbol myristate acetate (PMA) and the calcium ionophore A23187 (PI), which cooperate by activating diverging signaling pathways downstream of phospholipase C (PLC) and protein kinase C (PKC) (Figure 1A; Brignall et al., 2017). The pathways then re-converge in the nucleus, where NFAT and AP-1 bind cooperatively to activate gene expression (Chen et al., 1998, Johnson et al., 2004). Little is known about how inhibitory receptors suppress these signaling pathways and alter the T cell response. However, numerous studies point to a role for the ubiquitin ligase Cbl-b, which is activated by CTLA4 and PD-1 (Fujiwara et al., 2017, Li et al., 2004, Li et al., 2019). Cbl-b functions as a gatekeeper of T cell activation by antagonizing PLC, phosphatidylinositol 3-kinase (PI3K), and PKC signaling (Fang and Liu, 2001, Heissmeyer et al., 2004, Jeon et al., 2004). Furthermore, Cbl-b expression is raised in T cells when anergy is induced by calcineurin signaling to NFAT in the absence of PKC activation (Heissmeyer et al., 2004) or by tolerizing signals (Jeon et al., 2004).

**Figure 1:**
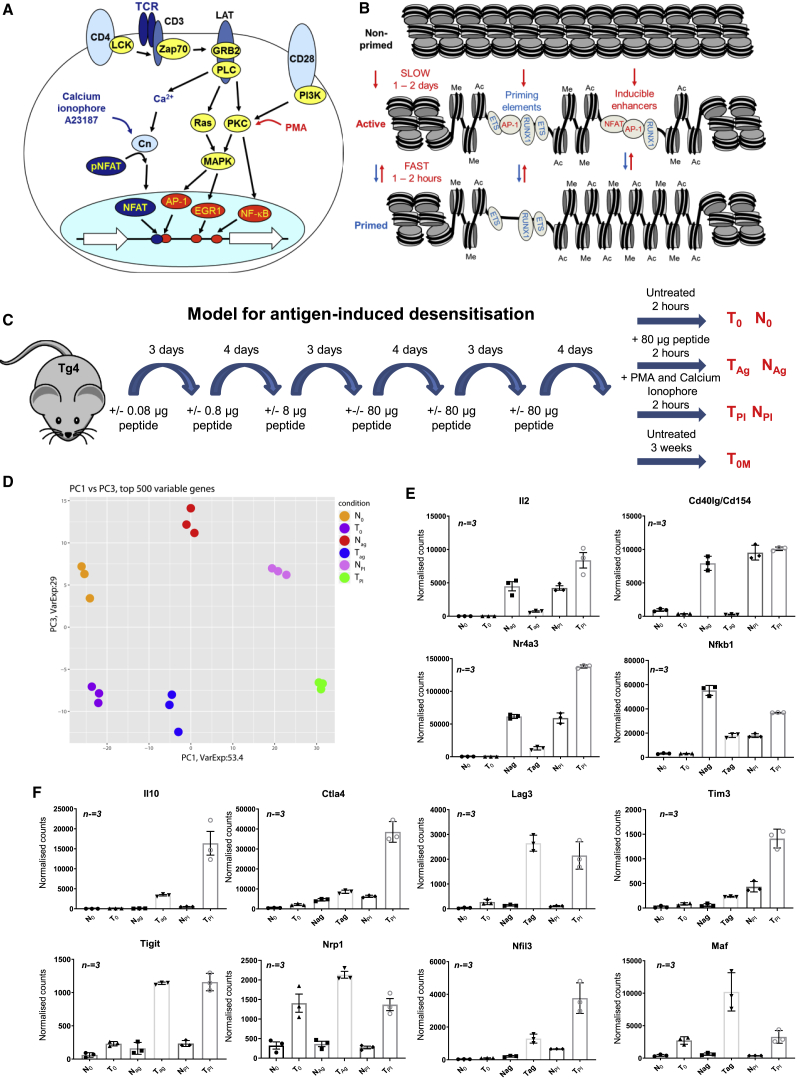
Gene Expression Analyses Comparing Tolerized T Cells with Naive T Cells (A) Model of the activation of immune response genes by TCR and CD28 signaling to inducible TFs. Calcium ionophore A23187 and PMA act on the same signaling pathways downstream of PLC. (B) The transcription factors activated by signaling (NFAT, AP-1) induce chromatin remodeling at immune response genes at both priming elements and inducible enhancers. Enhancer activation initiates transcription of their target genes. When signaling ceases, primed DHSs are stably maintained as regions of methylated (me) and acetylated (ac) chromatin by the retention of constitutively expressed transcription factors (ETS, RUNX). (C) Schematic showing the dose escalation protocol used in tolerizing Tg4 mice by subcutaneous injections with MBP Ac1-9-specific TCR. (D) Principle-component analysis of the RNA-seq datasets for the top 500 most variable genes for N_0_, T_0_, N_Ag_, T_Ag_, N_PI_, and T_PI_. RNA-seq data were taken from three biological replicates. (E and F) Normalized average RNA-seq counts for classical immune response (E) and immune-modulatory genes (F). Error bars represent the standard deviation from three biological replicates.

We previously showed that a single cycle of activation of TCR/CD28 signaling pathways was sufficient to epigenetically reprogram chromatin domains encompassing immune response genes in naive T cells, resulting in the stable maintenance of altered chromatin states regulating gene accessibility and expression (Bevington et al., 2016, Bevington et al., 2017). When activated by Ag for the first time, quiescent naive T cells undergo a slow transformation into rapidly dividing T blast (T_B_) cells, during which they remodel broad chromatin domains carrying activating histone modifications and encompassing inducible genes and their regulatory elements (Figure 1B). In response to TCR signaling, these regulatory elements form open chromatin regions detectable as DNase I hypersensitive sites (DHSs). Although inducible DHSs (iDHSs) are opened up transiently by factors such as AP-1 and NFAT, and typically function as inducible transcriptional enhancers or promoters, ∼3,000 of the DHSs formed during blast cell transformation are stably maintained as primed DHSs (pDHSs) in T_B_ and in memory T cells without influencing steady-state transcription. Although these pDHSs are initially opened in response to transient activation of AP-1, they are then maintained by stable binding of constitutively expressed TFs such as ETS-1 and RUNX1, which introduce activating histone modifications into surrounding regions, thereby maintaining an epigenetic memory of TCR activation (Bevington et al., 2016, Bevington et al., 2017).

Several previous studies of anergy in the context of tolerance have investigated the roles and regulation of production of Tr1 cells, which are a Foxp3^−ve^ subset of regulatory T cells, which limit damage resulting from responses to infection and suppress auto-immunity by secreting factors such as interleukin (IL)-10 (O’Garra and Vieira, 2007, Roncarolo et al., 2014, Trinchieri, 2007). Intra-nasal or subcutaneous administration of peptides can induce an anergic IL-10-secreting Tr1-like population *in vivo* (Burton et al., 2014, Gabrysová et al., 2009, Sundstedt et al., 2003), and this treatment is effective in establishing tolerance (Burton et al., 2014) and protecting against autoimmunity (Burkhart et al., 1999, Clemente-Casares et al., 2016, Gabrysová et al., 2009, O’Neill et al., 2006). Tr1-like cells can also be generated *in vitro* by culturing T cells in IL-27 (Pot et al., 2009). The Tr1 gene expression signature resembles that of both exhausted TILs and exhausted T cells associated with chronic viral infections (Chihara et al., 2018). Tr1-like cells can also be induced by repeated anti-CD3ε antibody exposure (Mayo et al., 2016) or by nano-particles coated with peptide-bound major histocompatibility complex (MHC) class II (Clemente-Casares et al., 2016). These studies show that TCR signaling is important in generating tolerance (Wraith, 2016). However, although there is a consensus surrounding the importance of Tr1-like cells in a variety of immunological contexts, the molecular mechanisms that lead to the generation of Tr1-like tolerant cells and their altered response to Ag remain obscure.

To investigate the underlying basis of T cell tolerance, we performed genome-wide profiling of gene-regulatory networks in T cells before and after induction of tolerance, and after reactivation of TCR signaling. For this, we employed a transgenic TCR model (Tg4) (Liu et al., 1995) based on desensitization of mice in response to escalating doses of a tolerizing peptide Ag (Figure 1C; Burton et al., 2014). Tg4 mouse T cells recognize the Ac1-9 N-terminal peptide AcASQKRPSQR from myelin basic protein (MBP), an encephalitogenic auto-Ag associated with multiple sclerosis, and can be rendered tolerant by repeated exposure to the higher affinity, MHC-binding MBP Ac1-9[4Y] analog AcASQYRPSQR (4Y) (Burton et al., 2014). This approach may form the basis of future therapies in auto-immune disease because we have established that it alleviates symptoms of multiple sclerosis in patients (Chataway et al., 2018). To define epigenetic mechanisms maintaining an anergic tolerant state in Tg4 T cells, we identified DHSs on a genome-wide scale, together with genome-wide RNA-seq. These integrated studies demonstrated that the tolerized state is associated with two distinct mechanisms. First, tolerized T cells specifically maintain chromatin priming at a subset of pDHSs within archetypal T cell tolerance signature genes, allowing them to be activated at a signaling threshold below that of immune response genes. Second, receptor signaling to AP-1 is suppressed, and tolerized T cells fail to activate classic immune response genes *in vivo* in response to TCR stimulation by peptide. Hence it is altered epigenetic states that shift the balance between immune response and immune repression following tolerization.

## Results

### T Cell Tolerization Reprograms Inducible Gene Expression Potential

In the Tg4 mouse model, tolerance induction correlates with the induction of anergic CD4^+^ T cells with a Tr1 phenotype (Gabrysová et al., 2009). To address the molecular basis of this phenomenon, we first undertook genome-wide analyses of changes in gene expression (RNA sequencing [RNA-seq]) associated with tolerance in both the steady state and following challenge with a specific Ag. 

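The RNA-seq data comprise 18 libraries of CD4+ T cells enriched from the spleen of Tg4 mice, a strain whose T cells carry a transgenic TCR for a myelin peptide, with 3 biological replicates in each of 6 groups. Resting naive (N_0_) and tolerized (T_0_) cells, cells harvested after injection of peptide Ag (N_Ag_ and T_Ag_), and cells treated in culture with PMA and calcium ionophore (N_PI_ and T_PI_) were profiled. Ribosomal RNA was removed before library preparation, and paired-end reads were sequenced on a NextSeq instrument. The authors aligned the reads to mm9 (NCBIM37) with TopHat and counted them on Ensembl genes with HTSeq-count. The deposited values are these raw counts for 37991 genes in each library, without normalization or pooling of replicates. Total counts per library ranged from 10758571 to 11204651 in N_0_ (median 11093532), from 11198930 to 11453566 in T_0_ (median 11405047), from 11937546 to 13559974 in N_Ag_ (median 12659424) and from 10919277 to 12600325 in T_Ag_ (median 11795222). They were higher after PI, ranging from 14895843 to 19878476 in N_PI_ (median 15866857) and from 16196386 to 24119489 in T_PI_ (median 22982619). Counts were normalized with the TMM method of edgeR, and a normalized count is a count divided by the library's TMM-scaled size relative to the geometric mean over all libraries. A single model with the 6 groups was fitted by edgeR's quasi-likelihood method, in which all groups share the estimate of dispersion, and p-values were adjusted over the tested genes by the Benjamini-Hochberg method. A gene was called different at an adjusted p under 0.05, a fold change of at least 2 and an average normalized count above 50 in the higher group. The paper's text does not say whether the counting used the strand of the reads, so values of genes that overlap another gene are uncertain. At least 5111 reads of Y-linked genes were counted in each N_PI_ and T_PI_ library, in 2 T_0_ libraries and in 1 T_Ag_ library. The other libraries, including all of N_0_ and N_Ag_, had at most 18 of these reads and at least 18647 *Xist* reads. The sex of the mice therefore changes together with the PI treatment between N_PI_ and N_0_ or N_Ag_, and an effect of sex can be estimated only from T_0_ and T_Ag_, whose libraries differ in it.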

Tg4 transgenic mice were tolerized by repeated subcutaneous injection of the 4Y MBP peptide according to the schedule outlined in Figure 1C. To examine TCR responses in tolerized T cells (T) and in non-tolerant predominantly naive T cells (N) from control mice, we harvested cells 2 h after a final injection with 80 μg 4Y peptide (T_Ag_ and N_Ag_) or PBS vehicle (T_0_ and N_0_). We also examined *in vitro* responses of T cells after a 2-h stimulation with 20 ng/mL PMA and 2 μM calcium ionophore A23187 (T_PI_ and N_PI_) so as to distinguish between mechanisms acting at the level of TCR/CD28 signaling and transcriptional mechanisms involving inducible TFs downstream of PLC (Figure 1A). 

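At least 1 read was counted in at least 1 library for 24647 of the listed genes. An average normalized count of at least 3 in at least 1 of the 6 groups was reached by 17240 genes, and these were tested in every comparison. The number stayed between 17187 and 17301 when each library was left out in turn, and was 17210 with DESeq2's size factors in place of TMM.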

After normalization of the data, we defined 17,179 loci where the average RNA-seq value was at least 3 for at least one set of conditions (Table S1). 

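Principal components were computed on the variance-stabilized counts of all 18 libraries, using DESeq2's blind transformation and the 500 genes with the largest variance. PC1 held 56.5% of the variance, PC2 27.6% and PC3 8.69%. Naive and tolerized cells were separated along PC3, where the cell state accounted for 91.5% of the variance between libraries. The mean PC3 score was 11.1 ± 3.95 (SD, n = 3) in N_0_ and −14.4 ± 2.98 in T_0_, 18.3 ± 2.71 in N_Ag_ and −15.8 ± 4.98 in T_Ag_, and 10.4 ± 1.34 in N_PI_ and −9.59 ± 0.269 in T_PI_. The gap between cell states exceeded the spread between replicates under each condition. The stimulation accounted for 97.1% of the variance along PC1 and 98.4% along PC2. On PC1, the mean score rose from −50.9 ± 3.52 in N_0_ to 10.2 ± 1.39 in N_Ag_ and 30.9 ± 2.38 in N_PI_, and from −40.7 ± 2.38 in T_0_ to 3.84 ± 2.70 in T_Ag_ and 46.7 ± 0.790 in T_PI_. PC2 separated Ag from PI, with mean scores of 34.5 in N_Ag_ and 33.9 in T_Ag_ against −26.6 in N_PI_ and −17.2 in T_PI_. The share of PC1 was lowest, at 40.02%, when all tested genes were used in place of the most variable ones. All 5 sex-linked genes examined (*Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were among the most variable genes.

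**Figure D1:**
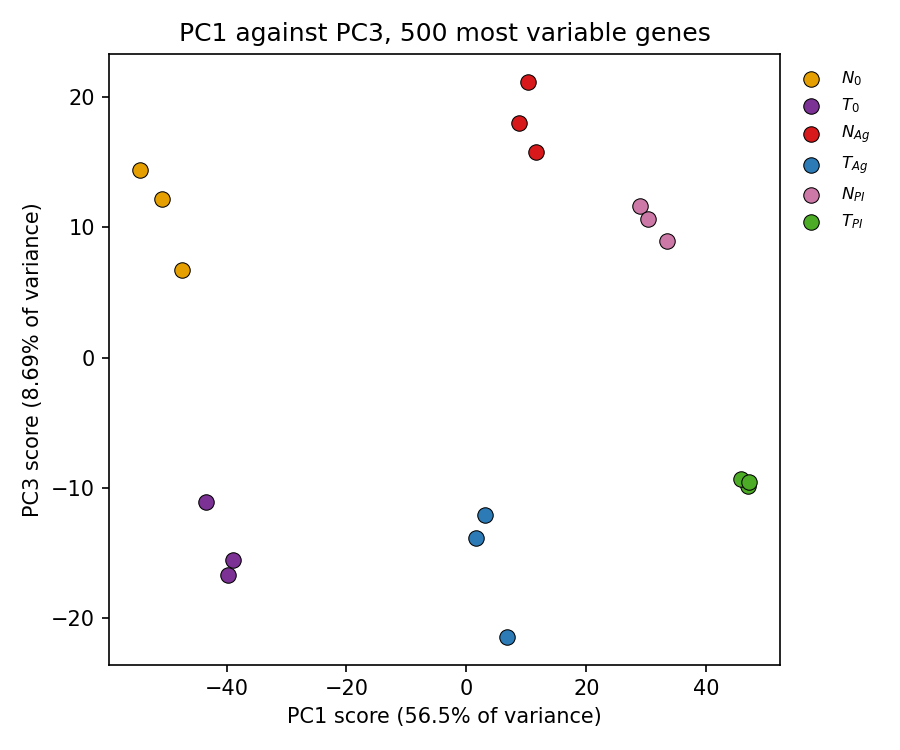
Scores of the 18 libraries on PC1 (horizontal axis) and PC3 (vertical axis), in arbitrary units, from the 500 most variable genes. Each point is a library colored by its group. All naive libraries lie above 0 on PC3 and all tolerized libraries below 0.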

Principle-component analysis of the 500 most variable genes using three biological replicates revealed substantial differences between naive and tolerized cells under all conditions (PC1 versus PC3; Figure 1D) and robust responses to Ag in both naive and tolerant cells (PC1 versus PC2; Figure S1A). Analysis of RNA-seq data for genes where values changed by at least 2-fold after tolerization (Figure S1B), and at least one value was above 50, revealed 475 loci higher and 107 loci lower in T_0_ than N_0_, (Table S2) and 568 loci higher and 381 loci lower in T_Ag_ than N_Ag_ (Table S3). 

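In the counts analyzed here, 450 genes were higher and 111 lower in T_0_ than N_0_, and 622 were higher and 353 lower in T_Ag_ than N_Ag_, of 17240 genes tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p under 0.05 alone, without limits on the fold change and the count, 1452 genes were higher and 2067 lower in T_0_, and 3609 higher and 3185 lower in T_Ag_. Among all tested genes, the replicates of the groups compared did not overlap for 6029 in the resting cells and for 8223 after Ag, where chance separates 10% of genes. Both comparisons had 200 of the higher genes in common. The alternative that moved the counts in T_0_ most was a model with scores of erythroid and myeloid marker genes as covariates, under which 18 genes were higher and 12 lower. The counts in T_Ag_ moved most when genes were called without a minimum average count, which gave 1126 higher and 722 lower genes, and with the marker scores they were 375 and 260. The largest rises in T_0_ were of *Ngp* (chromosome 9, 110322254 to 110325514), *Ltf* (chromosome 9, 110921796 to 110945270) and *Il10*. *Ngp* had a normalized count of 450.4 ± 174 (SD, n = 3) in T_0_ and 9.13 ± 3.84 in N_0_, a log2 fold change of 5.61 (standard error 0.58, adjusted p = 6.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ltf* had 397 ± 192 against 7.93 ± 7.48, a log2 fold change of 5.60 (standard error 0.72, adjusted p = 0.000343). Both are neutrophil genes, and all 13 neutrophil marker genes examined were called higher in T_0_. The largest falls were of *Greb1*, *Sp6* and *Kcnh3*, with log2 fold changes of −3.21 (standard error 0.44), −3.07 (standard error 0.21) and −2.65 (standard error 0.35). *Sp6* shares 3329 bp with *Gm11532* on the opposite strand, and its value is uncertain. After Ag, the largest rises were of *Scg2*, *Il10* and *Kcnc1*, of which *Scg2* had a normalized count of 181.5 ± 65.1 (SD, n = 3) in T_Ag_ and 3.88 ± 1.89 in N_Ag_. *Kcnc1* was at least 19.3-fold higher in T_Ag_, since no N_Ag_ library had more than 2 of its reads. The largest falls were of *Il3*, *Lipg* and *Plaur*, with log2 fold changes of −5.33 for *Lipg* (standard error 0.28) and −5.33 for *Plaur* (standard error 0.33).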

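Of the 1297 genes called in either comparison, 276 had a fold change of at least 10 in T_0_:N_0_, T_Ag_:N_Ag_, T_Ag_:T_0_ or N_Ag_:N_0_, as estimated by the edgeR model. With each library of these groups left out in turn, the number stayed between 259 and 307. The alternative that moved it most was to call genes without a minimum average count, which gave 560 genes.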

Hierarchical clustering was performed for 637 of these genes where at least one of the T_0_:N_0_, T_Ag_:N_Ag_, T_Ag_:T_0_, or N_Ag_:N_0_ ratios showed at least a 10-fold difference (Figure S1C). The combined analyses revealed immune response genes, such as *Il2*, *Il3*, *Tnf*, *Csf2*, *Ccl1*, *Cd40lg*, *Nr4a3*, and *Nfkb1*, which were less inducible in tolerized cells treated with Ag (Figures 1E, S1C, and S1D), and anergy or tolerance-associated genes, which were more inducible, including the inhibitory receptors *Ctla4*, *Tigit*, *Lag3*, *Havcr2* (TIM3), and *Pdcd1* (PD1), the phosphatase *Dusp6*, the TFs *Nfil3* and *Maf*, and the immune-suppressive cytokines *Il10* and *Il21* (Figures 1F, S1C, and S1E). 

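All 8 immune response genes were lower in T_Ag_ than N_Ag_, with no overlap between replicates. The log2 fold changes ranged from −6.64 for *Il3* to −1.16 for *Tnf*. *Il2* (chromosome 3, 37019445 to 37024881) had a normalized count of 4452 ± 1209 (SD, n = 3) in N_Ag_ and 717 ± 175 in T_Ag_, a log2 fold change of −2.63 (standard error 0.25, adjusted p = 2.95e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd40lg* (chromosome X, 54465320 to 54477219) rose from 969 ± 206 in N_0_ to 7855 ± 1065.5 in N_Ag_, but had 406 ± 11.0 in T_0_ and 277 ± 54.5 in T_Ag_. *Il3* had 342 ± 101 in N_Ag_ and 3.31 ± 3.81 in T_Ag_. *Csf2*, which shares 96 bp with *Gm12223* on the opposite strand, had 45.0 ± 31.7 in N_Ag_ and 7.43 ± 5.68 in T_Ag_, and *Ccl1* 58.0 ± 50.1 and 6.94 ± 2.66. *Ccl1* lost significance when marker scores of other cells were covariates and in 3 of the 6 fits that each left out 1 library. To compare the inducibility of both cell states, the Ag response of tolerized cells (T_Ag_:T_0_) was tested against that of naive cells (N_Ag_:N_0_) in the same model. The response was weaker in tolerized cells for *Cd40lg* (log2 difference −3.57, standard error 0.22, adjusted p = 9.01e-09), *Nfkb1* (−1.62, standard error 0.13, adjusted p = 3.94e-09), *Nr4a3* (−1.40, standard error 0.22, adjusted p = 0.000161) and *Tnf* (−0.83, standard error 0.24, adjusted p = 0.0233). The difference of *Tnf* was not significant in 5 of the 12 fits that each left out 1 library and under 3 of 7 alternatives. For *Il2* and *Ccl1*, with between 0 and 11 reads in every library at rest, the difference in response was not significant (adjusted p = 0.357 and 0.151). *Il3* and *Csf2* had no more than 1 read in any library at rest, so that the edgeR model gives no usable test of their response relative to rest. With DESeq2, the response was called weaker in tolerized cells for *Il2* (−1.79, adjusted p = 0.0154) and *Ccl1* (−5.37, adjusted p = 0.00808). The DESeq2 value of *Il3* (−6.58, adjusted p = 0.00159) rests on 0 reads at rest in both cell states. It restates the difference between T_Ag_ and N_Ag_ and is not read as a difference in response. Of the 10 anergy or tolerance-associated genes, 9 were higher in T_Ag_ than N_Ag_, with log2 fold changes between 0.95 for *Ctla4* and 5.39 for *Il10*. *Pdcd1* did not differ by the test (0.19, standard error 0.16, adjusted p = 0.402), although its replicates did not overlap. The response to Ag was stronger in tolerized cells for *Dusp6* (log2 difference 2.64, standard error 0.27, adjusted p = 6.12e-06) and *Maf* (1.41, standard error 0.45, adjusted p = 0.0404), the latter not significant in 8 of the 12 fits that each left out 1 library and under 5 of 7 alternatives. It was weaker for *Ctla4* (−1.23, adjusted p = 0.00427) and *Pdcd1* (−1.28, adjusted p = 0.00274). These are ratios to rest, where both genes were already higher in T_0 than N_0 (log2 fold changes of 2.18 and 1.47). No significant difference was found for *Tigit*, *Lag3*, *Havcr2*, *Nfil3*, *Il10* and *Il21*. *Nfil3* was significant with DESeq2 and in the fit of only the groups compared. *Lag3* was significant without 1 T_0_ or 1 N_0_ library, and *Tigit* without 1 N_Ag_ library. *Il10* had no more than 3 reads in any N_0_ library, so its naive response is a lower bound and the test cannot decide. *Maf* shares 440 bp with *Gm15655*, and *Il21* 35 bp with *Gm12534*, on the opposite strand.

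**Figure D2:**
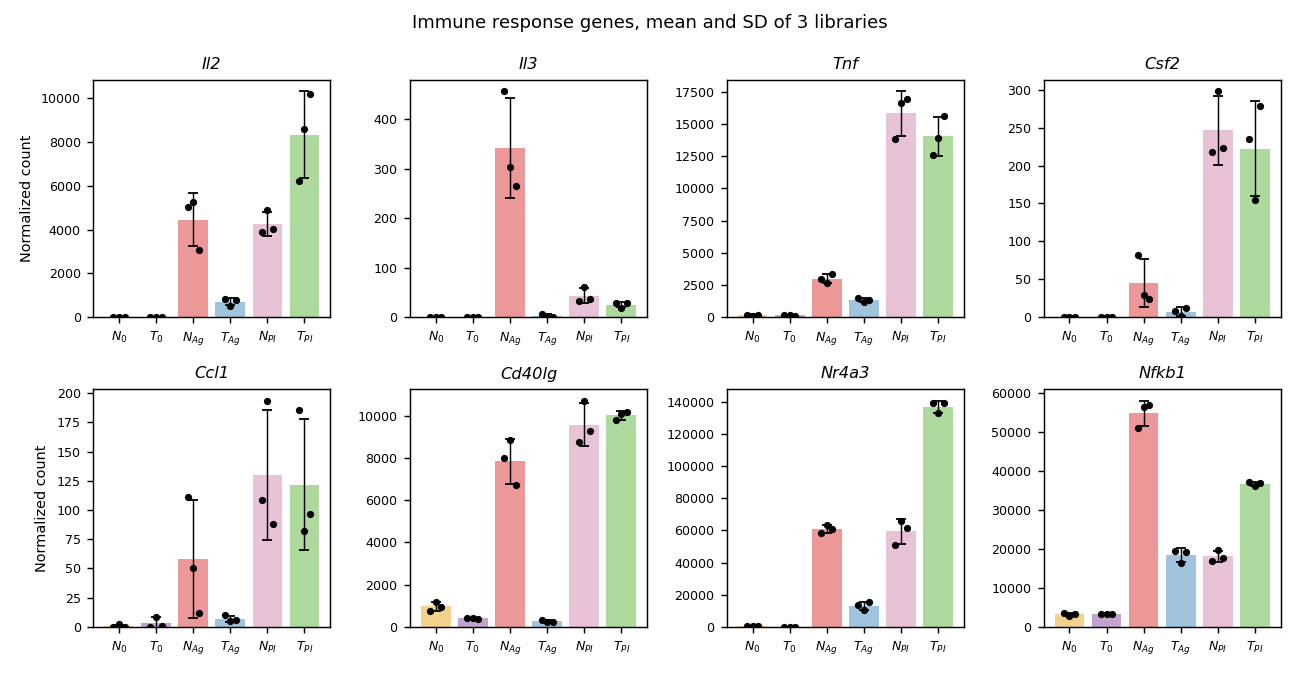
Normalized counts (vertical axes, linear scale from 0) of the 8 immune response genes in each of the 6 groups. Bars are means, error bars SDs and points the 3 libraries of each group. T_Ag_ lies below N_Ag_ for every gene.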

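With PI, the immune response genes *Il2*, *Il3*, *Tnf*, *Csf2*, *Ccl1*, *Cd40lg*, *Nr4a3* and *Nfkb1* all rose in tolerized cells relative to T_0_, the smallest log2 fold change being 3.47 for *Nfkb1*. Because no T_0_ library had more than 1 read of *Il3* or *Csf2*, these genes were at least 9.33-fold and at least 81.6-fold higher in T_PI_. *Il2* reached a normalized count of 8325 ± 1985 (SD, n = 3) in T_PI_ and 4254 ± 538 in N_PI_, a log2 fold change of 0.97 (standard error 0.23, adjusted p = 0.0044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nr4a3* was higher in T_PI_ than N_PI_ by 1.20 (standard error 0.14, adjusted p = 2.27e-06) and *Nfkb1* by 1.02 (standard error 0.09, adjusted p = 4.4e-09). No difference between T_PI_ and N_PI_ was detected for *Tnf* (14045 ± 1496 and 15824 ± 1724), *Cd40lg* (10033 ± 211 and 9577 ± 1019.9), *Csf2* (222 ± 62.5 and 246 ± 44.9) or *Ccl1* (122 ± 56.1 and 130.0 ± 55.9), and the replicates of each overlapped. The direction of *Csf2* and *Ccl1* changed when single libraries were left out. *Il3* was lower in T_PI_ than N_PI_ by a log2 fold change of −0.74 (standard error 0.35), which was not significant (adjusted p = 0.114) except in the fit of only these 2 groups (adjusted p = 0.033), and both groups were below N_Ag_.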

For many immune response genes, this loss of responsiveness to TCR signaling could be bypassed by direct stimulation with PI (Figures 1E and S1D), suggesting that tolerance involves a membrane-proximal block in TCR signaling to inducible TFs. In contrast, the weak response to TCR signaling seen for many immuno-suppressive genes in naive cells could not be boosted by PI. 

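In naive cells, 9 of the 10 tolerance-associated genes were higher after PI than at rest. The log2 fold changes of N_PI_ against N_0_ ranged from 1.59 for *Lag3* to 7.50 for *Il21*, and *Il10*, with no more than 3 reads in any N_0_ library, was at least 174-fold higher. *Maf* did not change (−0.13, standard error 0.34, adjusted p = 0.758 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its direction changed when a single library was left out. Compared with N_Ag_, N_PI_ was higher for *Dusp6* (log2 fold change 3.85, standard error 0.20, adjusted p = 6.05e-11), *Havcr2* (2.91, standard error 0.39, adjusted p = 1.82e-05), *Il10* (2.69, standard error 0.31, adjusted p = 3.43e-06), *Nfil3* (1.69, standard error 0.22, adjusted p = 7.28e-06), *Il21* (1.57, standard error 0.29, adjusted p = 0.000375) and *Ctla4* (0.49, standard error 0.18, adjusted p = 0.0301). The difference of *Ctla4* was not significant in 3 of the 6 fits that each left out 1 library and under 3 of 7 alternatives. *Pdcd1* was lower (−1.54, standard error 0.17), and *Tigit*, *Lag3* and *Maf* did not differ, although *Tigit* was called higher without 1 N_Ag_ library and *Maf* lower in the fit of only these 2 groups. *Il10* had a normalized count of 526 ± 59.8 (SD, n = 3) in N_PI_ and 82.4 ± 37.4 in N_Ag_, and *Dusp6* 2176 ± 81.6 and 150.5 ± 31.1. All 10 genes were higher in T_PI_ than N_PI_, from a log2 fold change of 0.68 for *Dusp6* to 4.95 for *Il10*. Tested against the PI response of naive cells, that of tolerized cells differed significantly for 0 of the 10 genes (log2 differences from −0.48 to 1.68). The higher levels in T_PI_ therefore do not show a stronger response to PI. For *Il10* this test is limited by its few reads in N_0_. *Il10* had 16297 ± 5224 in T_PI_, and *Ctla4* 38316.5 ± 5406.5 in T_PI_ and 6323 ± 628 in N_PI_. The N_PI_ libraries had at least 5599 reads of Y-linked genes and the N_0_ and N_Ag_ libraries at most 15.

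**Figure D3:**
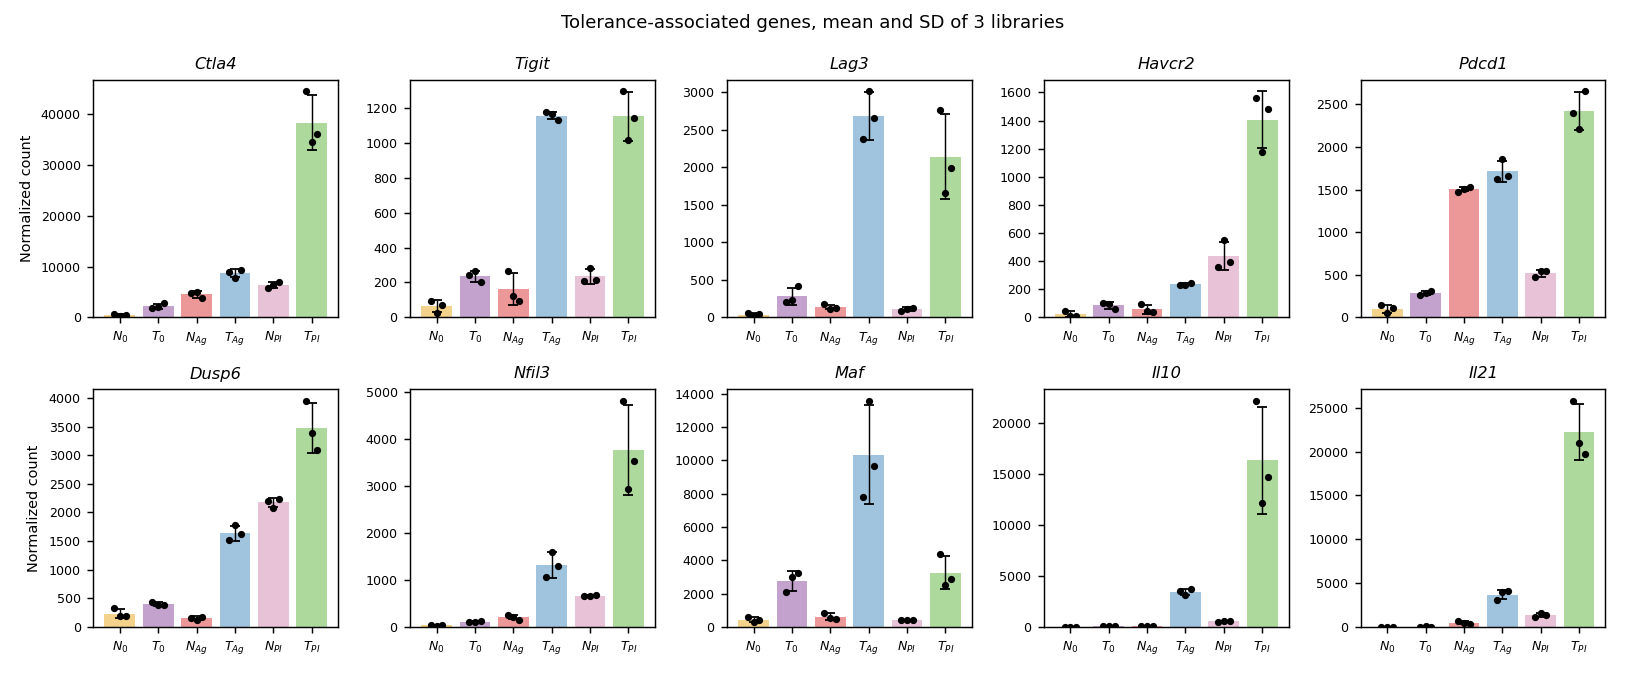
Normalized counts (vertical axes, linear scale from 0) of the 10 tolerance-associated genes in each of the 6 groups. Bars are means, error bars SDs and points the 3 libraries of each group. T_PI_ lies above N_PI_ for every gene, and N_PI_ above N_Ag_ for 6 of them by the test, of which *Ctla4* was not significant in 3 of the 6 fits with a library left out.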

Similar responses were seen over an extended time course of stimulation, demonstrating that it is not just the kinetics but the magnitude of activation that varies (Figures S1F and S1G). 

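Before stimulation, 9 of the 10 tolerance-associated genes were higher in T_0_ than N_0_ at an adjusted p under 0.05, and the replicates of all 10 did not overlap. The smallest difference was that of *Dusp6* (chromosome 10, 98725865 to 98730122), which had a normalized count of 404 ± 32.7 (SD, n = 3) in T_0_ and 232 ± 79.1 in N_0_, a log2 fold change of 0.80 (standard error 0.19, adjusted p = 0.00706 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With erythroid and myeloid marker scores as covariates, none of the 10 differences at rest passed the threshold, while their log2 fold changes stayed above 0. Shuffled scores also removed most calls of genes higher in T_0, leaving a median of 36 of 450. This loss of significance therefore does not show that RNA of other cells accounts for the 10 differences.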

Some genes were also expressed at higher levels in tolerized cells even prior to stimulation (Figures 1F, S1C, and S1E; Table S2). 

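Table S4 lists 176 genes that are upregulated in both Tr1 cells and TILs in other data sets, of which 174 were matched to genes of the counts by symbol and 169 were tested. Of these, 64 (37.9%) were higher in T_0_ than N_0_ at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, compared with 1452 (8.42%) of all tested genes. When the p-values were adjusted over the list alone, 71 were higher. A further 12 genes of the list were lower. The median log2 fold change of the list was 0.62, above each of 10000 random lists of the same size matched on mean expression, whose medians ranged from −0.15 to 0.05. The alternative that moved the count most was the model with erythroid and myeloid marker scores, under which 2 genes of the list were higher. Shuffles of the scores were not run for this list. Among all genes called higher in T_0, shuffled scores also left few, with a median of 36 of 450. The loss is therefore not shown to come from RNA of other cells. Of the 124 genes that the paper lists as upregulated in both T_0_ and Tr1 cells, which rest in part on these libraries, 117 were higher in T_0_.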

Many of the genes upregulated in T_0_ had also been previously shown to be upregulated in Tr1-like cells generated *in vitro* with IL-27, suggesting similarities between these two model systems (Chihara et al., 2018; Table S4). These include *Maf*, *Il10*, *Il21*, *Havcr2*, *Lag3*, *Nfil3*, and *Prdm1*. These data suggest a potential model whereby tolerized T cells exhibit both: (1) suppression of TCR/CD28 signaling to a level below the threshold needed for activation of many immune response genes; and (2) a heightened sensitivity of immuno-regulatory genes that still allows activation at reduced levels of TCR signaling, consistent with the actions of inhibitory receptors such as PD-1 (Shimizu et al., 2020). 

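*Maf* (chromosome 8, 118206842 to 118231694) had a normalized count of 2781 ± 606 (SD, n = 3) in T_0_ and 439 ± 148 in N_0_, a log2 fold change of 2.66 (standard error 0.33, adjusted p = 0.000128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il10* (chromosome 1, 132916422 to 132921551) had 77.3 ± 14.4 in T_0_. Since no N_0_ library had more than 3 of its reads, *Il10* was at least 25.6-fold higher in T_0_ (adjusted p = 0.000378). *Lag3* was higher by 2.91 on the log2 scale (standard error 0.42, adjusted p = 0.000368), with 281.5 ± 113 against 36.9 ± 21.7, and *Nfil3* by 1.66 (standard error 0.32, adjusted p = 0.00242), with 109 ± 12.7 against 34.2 ± 8.25. *Havcr2* had 84.9 ± 23.7 in T_0_ and 22.6 ± 21.8 in N_0_ (log2 fold change 1.90, standard error 0.51, adjusted p = 0.0194), and 4 of the 6 fits that each left out 1 library no longer called it different. *Prdm1* had 340.0 ± 64.7 in T_0_ and 163 ± 16.3 in N_0_ (log2 fold change 1.06, standard error 0.22, adjusted p = 0.00387). *Il21* was not significantly different at rest (38.3 ± 21.3 against 7.30 ± 6.01, log2 fold change 2.36, standard error 0.79, adjusted p = 0.0525), although the replicates did not overlap.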

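Across the 17240 genes tested, 2444 were called higher in N_Ag_ than N_0_ and 2082 in T_Ag_ than T_0_ by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ratio of Ag to rest differed between the cell states, and was lower in tolerized cells for 361 genes and higher for 390. Genes that Ag lowers are included, and one that falls less in tolerized cells counts among those with a higher ratio. The counts therefore do not measure weaker and stronger responses. With DESeq2 these counts were 422 and 338, and with its size factors in edgeR 386 and 328. More genes then had a lower ratio than a higher one. At an adjusted p under 0.05 alone, the ratio was lower for 1223 genes and higher for 2511. The alternative that moved the called numbers most was to call genes without a minimum average count, which gave 527 and 578. PI raised 2297 genes in T_PI_ over T_0_ and 1736 in N_PI_ over N_0_. The paper proposes a membrane-proximal block of TCR signaling from the lower Ag response of immune response genes, many of which still responded to PI. Its model further includes a heightened sensitivity of immuno-regulatory genes, which are still activated when TCR signaling is reduced.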

Significantly, TCR-inducible activation of *Il2*, *Csf2*, and *Tnf* is dependent on CD28 signaling (Yukawa et al., 2020).

### Modification of the Epigenetic Landscape in Tolerant Cells

We next investigated whether the more efficient activation of a subset of genes in tolerant cells was due to epigenetic reprogramming at the level of chromatin modifications, as observed in T_B_ cells (Bevington et al., 2016). To this end, we globally identified DHSs in N_0_ and T_0_ cells using DNase sequencing (DNase-seq). We ranked the DHSs based on the fold change of DNase-seq signal between N_0_ and T_0_ for two independent replicates (Figure S2A). We selected high-confidence subsets of DHSs that were at least 2-fold different in both experiments. These analyses identified 1,033 T_0_-specific DHSs (tDHSs) and 635 N_0_-specific DHSs (Figures 2A, 2B, and S2A; Data S1). We also used DESeq2 as an alternative method of statistical analysis to screen for 2-fold changes and p < 0.05, and again identified the vast majority of the 1,033 tDHSs defined above (84%; Figure S2B).

**Figure 2:**
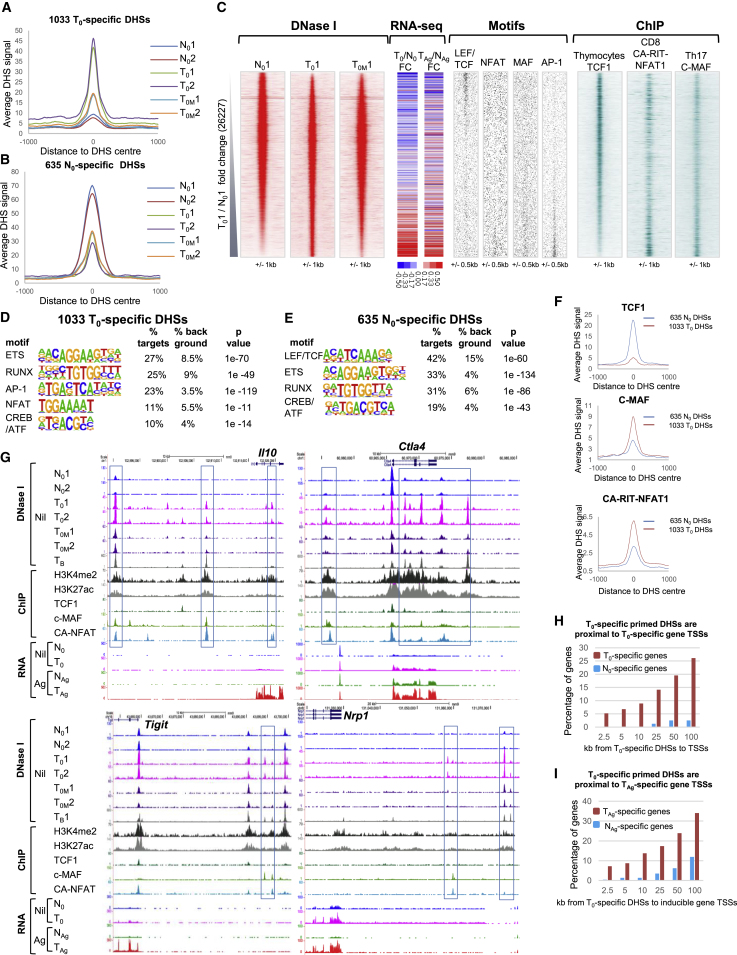
DNase-Seq Analyses of Open Chromatin in Naive and Tolerized T Cells (A and B) Average DHS signal at the 1,033 T_0_-specific DHSs (A) and at the 635 N_0_-enriched DHSs (B) in the replicate N_0_, T_0_, and T_0M_ samples. (C) DNase-seq sequence tag density plots showing all 26,227 peaks detected in replicate 1 of T_0_ and N_0_ ordered by increasing fold change (FC) of sequence tag count for T_0_ compared with N_0_. Alongside is the FC in mRNA level for the closest gene to the DHSs as ranked in the density plots. The FC is shown between T_0_ and N_0_ (left), and T_Ag_ is compared with N_Ag_ (right). The locations of TF consensus binding motifs within the same DHSs are shown alongside for AP-1, NFAT, MAF, and LEF family proteins. Plotted alongside are published TF binding data from ChIP-seq analyses for TCF1 in thymocytes (Dose et al., 2014), c-MAF in Th17 cells (Ciofani et al., 2012), and ectopic CA-RIT-NFAT1 in CD8 T cells (Martinez et al., 2015). (D and E) HOMER *de novo* identification of TF motifs enriched in the 1,033 T_0_-specific DHSs (D) and the 635 N_0_-specific DHSs (E). (F) Average ChIP signal at the 1,033 T_0_-specific DHSs and 635 N_0_-specific DHSs for TCF1, c-MAF, and CA-RIT-NFAT1. (G) UCSC Genome Browser tracks showing DNase-seq data from replicate samples of non-stimulated naive cells (N_0_), non-stimulated tolerant cells (T_0_), and tolerant cells 3 weeks after the final dose of peptide (T_0M_), plus published DNase-seq data for CD4 T blast (T_B_) cells (Bevington et al., 2016). Published ChIP-seq data are shown for the TFs TCF1, c-MAF, and CA-RIT-NFAT1 and the histone modifications H3K27ac and H3K4me2 in T_B_ cells. Representative RNA-seq data from one of three replicates are also shown for resting and *in vivo* peptide-stimulated naive and tolerant cells (0 and Ag). (H and I) Bar graphs showing the percentage and proximity of genes that are preferentially induced in T_0_ or N_0_ (H) and T_Ag_ or N_Ag_ (I), which are found within 100 kb of the 1,033 T_0_-specific DHSs.

We also investigated the stability of the tDHSs after a time interval sufficient for peak effector T cell responses to have subsided and for memory T cells to form (T_0M_, Figure 1C). We performed DNase-seq on tolerized cells that had received the final dose of Ag 3 weeks prior to harvest, and we still reproducibly detected over half of the 1,033 tDHSs (Figure S2C) that maintained an elevated average DHS signal (Figures 2A and 2C). These data suggest that tolerization involves long-term maintenance of epigenetic reprograming of a specific subset of DHSs in the absence of sustained TCR signaling. To ascertain whether the changes in chromatin structure had any impact on the nearby genes, we measured the difference in mRNA expression for the genes closest to the ranked DHSs for replicate 1 (Figure 2C). 

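The 739 tDHSs listed in the part of Data S1 used here were assigned by the authors to 355 tested genes within 100 kb. The median log2 fold change of these genes was 0.22 in T_0_ compared with N_0_, above each of 10000 random gene lists matched on mean expression, whose medians ranged from −0.15 to −0.05. In T_Ag_ compared with N_Ag_ it was 0.26, and the highest random median was 0.12. Among the 355 genes, 52 were called higher and 1 lower in T_0_, and 59 were called higher and 12 lower in T_Ag_. With each library left out in turn the resting median ranged from 0.1881 to 0.2481, and counting only genes with an average of at least 50 gave 0.2039. In the part of Data S1 used here, peaks with their DNase-seq signal in both cell types are listed for chromosome 1 only. For each of 344 genes nearest to 1429 peaks of this chromosome, the log2 T_0:N_0 signal ratios of its peaks were averaged, from 1 replicate. Across genes, this mean was correlated with the log2 fold change of mRNA by a Spearman coefficient of 0.31 at rest and 0.10 after Ag. These correlations are across genes, which are not independent replicates, so no p-value is given for them.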

We observed an increase in both steady-state (T_0_ compared with N_0_) and inducible (T_Ag_ compared with N_Ag_) gene expression in parallel with the increase in DHS strength. This is consistent with a role for epigenetic priming in the imprinting of a transcriptional memory of TCR activation, thereby enabling both higher steady-state expression in T_0_ and more efficient re-activation in T_Ag_ compared with N_Ag_.

To gain insight into transcriptional mechanisms underlying tolerization, we used HOMER to perform *de novo* identification of TF motifs in the different specific subsets of DHSs (Figures 2D, 2E, and S2B). The tDHSs were more highly enriched in AP-1 and NFAT motifs, whereas the pre-existing N_0_-specific DHSs contained a higher proportion of LEF/TCF motifs. Both subsets were enriched in RUNX, ETS, and CREB/ATF motifs. The distribution of AP-1, NFAT, MAF, and LEF/TCF motifs is depicted in Figure 2C, where their direct correlation with the coordinates of the DHSs is shown. Published chromatin immunoprecipitation sequencing (ChIP-seq) data of TCF1 binding in thymocytes was consistent with these *in silico* observations (Dose et al., 2014), with TCF1 binding concentrated in both the N_0_-specific and shared peaks but depleted in the tDHSs (Figures 2C and 2F). Conversely, MAF binding was more enriched in the tDHSs than the N_0_-specific DHSs (Ciofani et al., 2012; Figures 2C and 2F). MAF has been shown to be important in regulating *Il10* expression (Xu et al., 2009) and is implicated in repressing *Il2* (Gabryšová et al., 2018). 

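The *Maf* gene, which encodes a basic leucine zipper TF, had a normalized count of 10356 ± 2963 (SD, n = 3) in T_Ag_ and 618 ± 195 in N_Ag_. Its log2 fold change was 4.07 (standard error 0.34, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 3.82 and 4.35 when each library was left out in turn. Part of *Maf* is covered by *Gm15655* on the opposite strand.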

Maf is also upregulated in T_0_ and T_Ag_ cells (Figure 1F), and MAF can dimerize with other CREB/AP-1 family proteins to bind to AP-1 sites (Kataoka et al., 1994), a motif that is enriched in the tDHSs (Figures 2C and 2D). The enrichment of NFAT motifs in tDHSs may also be functionally relevant because NFAT plays a role in T cell anergy (Macián et al., 2002) and T cell exhaustion (Martinez et al., 2015). Indeed, when we aligned our DNase-seq data with ChIP-seq data generated using a constitutively active modified form of NFAT1/NFATC2 (CA-RIT-NFAT), which is known to promote exhaustion (Martinez et al., 2015), we observed that NFAT binding was more strongly enriched in the tDHSs (Figures 2C and 2F). Although it is unlikely/unknown whether NFAT is binding to these sites in T_0_ cells before stimulation, the presence of the motif at an open DHS should enable rapid binding when the cells are re-exposed to Ag.

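Higher mRNA levels in resting tolerized cells were measured for *Ctla4* (chromosome 1, 60943844 to 60972676), with a normalized count of 2185 ± 494 (SD, n = 3) in T_0_ and 482.5 ± 117 in N_0_, a log2 fold change of 2.18 (standard error 0.20, adjusted p = 6.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tigit* (chromosome 16, 43648974 to 43664297) had 236 ± 32.1 in T_0_ and 63.9 ± 35.6 in N_0_, a log2 fold change of 1.87 (standard error 0.39, adjusted p = 0.00501). *Nrp1* (chromosome 8, 130882973 to 131029362) had 1438 ± 425 in T_0_ and 332.5 ± 164 in N_0_, and 2164 ± 146 in T_Ag_ and 361 ± 123 in N_Ag_. Its log2 fold changes were 2.11 at rest (standard error 0.37, adjusted p = 0.00152) and 2.59 after Ag (standard error 0.37, adjusted p = 0.000117). *Nrp1* shares 80 bp with the microRNA gene *Mir1903* on the same strand, and its value is uncertain.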

Examples of tDHSs with binding sites for MAF and NFAT were found at the tolerance-associated *Il10*, *Ctla4*, *Tigit*, and *Nrp1* loci (Figure 2G), where there are higher levels of either constitutive or inducible mRNA expression in tolerized cells (Figures 1F and 2G). At these loci, tDHSs were present in T_0_, but not in N_0_, and these sites were largely still maintained 3 weeks later in T_0M_. The tDHSs were more likely to bind CA-RIT-NFAT and/or c-MAF, but not TCF1. Furthermore, recently activated CD4 T_B_ cells generated by *in vitro* activation exhibit many of the same DHSs as tolerant cells, and these regions are flanked by the active chromatin modifications H3K27ac and H3K4me2 in T_B_ cells (Figure 2G). It is likely that the tDHSs in tolerant cells will be similarly embedded within extensive active chromatin domains that have been formed during the tolerization process.

### T_0_-Specific DHSs Are Proximal to T_0_- and T_Ag_-Specific Genes

Previously activated T cells maintain transcriptional memory by employing pDHSs to establish active chromatin domains encompassing adjacent inducible regulatory elements (Figure 1B). To assess the roles of the equivalent tDHSs in the regulation of inducible gene expression in tolerant cells, we integrated the mRNA data for differentially expressed genes with the differential DHS peak data. Starting with the gene sets for mRNA values greater than 50 defined in Figure S1B, we selected the annotated genes that have been assigned to a specific genomic locus, and further selected inducible genes on the basis that the T_Ag_- and N_Ag_-specific genes are also 2-fold inducible compared with T_0_ and N_0_, respectively. This allowed us to define genes expressed higher in T_0_ compared with N_0_ (460), N_0_ compared with T_0_ (80), and inducible genes expressed higher in T_Ag_ compared with N_Ag_ (138) and in N_Ag_ compared with T_Ag_ (226) (Table S5). 

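With the definitions applied to the counts analyzed here, 152 genes were higher in T_Ag_ than N_Ag_ and inducible at least 2-fold over T_0_, and 244 were higher in N_Ag_ than T_Ag_ and inducible at least 2-fold over N_0_. No selection for annotated loci was made. Without a minimum average count there were 227 T_Ag_-specific and 475 N_Ag_-specific genes, and with marker scores as covariates 88 and 183. Table S5 lists the genes of each of the paper's sets, and nearly all of its symbols matched the counts. Of 457 matched T_0_-specific genes, 427 were also called higher in T_0_ here, and of 80 N_0_-specific genes, 78 were called lower. Of 136 matched T_Ag_-specific genes, 133 were shared with the T_Ag_-specific genes found here, and of 220 matched N_Ag_-specific genes, 205.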

We then measured the distances from the transcription start sites (TSSs) of differentially expressed genes to the closest of the 1,033 tDHSs (Figures 2H and 2I) and the closest of the 635 N_0_-specific DHSs (Figures S2D and S2E). These analyses revealed that the 1,033 tDHSs were preferentially located closer to the TSSs of T_0_- and T_Ag_-specific genes, with approximately 25% of the T_Ag_-specific genes located within 50 kb of a tDHS (Figure 2I). Hence these data suggest that tDHSs do indeed prime closely linked inducible loci for rapid re-activation in cells re-exposed to Ag. 

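Distances were computed from the TSS of each gene, taken from the Ensembl annotation of the same build, to the tDHSs listed in the part of Data S1 used here. A listed tDHS lay within 50 kb of 28 of the 152 T_Ag_-specific genes (18.4%), compared with 4.88% of the other tested genes (2-sided Fisher's exact test, p = 1.87e-09, Benjamini-Hochberg adjusted p = 4.99e-09 over 8 tests). For N_Ag_-specific genes the share was 13 of 243 (5.35%), close to the 5.00% of the rest (p = 0.766, adjusted p = 0.766, Fisher's exact test), and lower than that of T_Ag_-specific genes (Fisher's exact test, p = 6.27e-05). Among genes higher in T_0_, 67 of 450 (14.9%) had a listed tDHS within 50 kb, against 4.74% of the rest (Fisher's exact test, p = 7.52e-16, adjusted p = 6.02e-15). None of the 111 genes lower in T_0_ did, against 5.04% of the rest (Fisher's exact test, p = 0.00692, adjusted p = 0.00923). Within 100 kb, the shares were 25.7% for T_Ag_-specific, 10.3% for N_Ag_-specific and 20.4% for T_0_-higher genes. Because only a part of the tDHSs was used, these shares are lower limits. The tests hold for the listed tDHSs only, and could change with the full set. Fisher's exact test treats genes as independent, and neighboring genes can share a tDHS, so these p-values are approximate.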

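Data S1 places 6 tDHSs near *Il10*, 4 of them upstream, 1 over a coding exon and 1 in an intron. They span 132888638 to 132919544 on chromosome 1, and the nearest upstream site (132907096 to 132907495) lies at −9127 bp from the TSS. Of the 6 tDHSs near *Ctla4* (60932111 to 60977717 on chromosome 1), 3 are intronic, 1 is upstream and 2 are downstream. The tDHS near *Tigit* (43694177 to 43694576 on chromosome 16) lies at −30079 bp from its TSS. After Ag, *Il10* mRNA had a log2 fold change in T_Ag_ over N_Ag_ with a standard error of 0.30 and an adjusted p of 2.16e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of *Tigit* was 2.86 (standard error 0.34, adjusted p = 2.54e-05), with normalized counts of 1156 ± 22.5 (SD, n = 3) in T_Ag_ and 161 ± 91.7 in N_Ag_. *Ctla4* had 8694 ± 825 in T_Ag_ and 4506 ± 668 in N_Ag_ (standard error of the log2 fold change 0.18, adjusted p = 0.000918).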

For example, tDHSs exist at the *Il10*, *Ctla4*, and *Tigit* genes, which are more strongly induced in T_Ag_ than in N_Ag_ (Figure 2G).

In contrast, priming seems to play little role in defining inducible responses in naive cells, with only 10% of the 226 N_Ag_-specific gene TSSs within 50 kb of N_0_-specific DHSs (Figure S2D). Instead, the loss of DHSs in N_0_ correlates more closely with a loss of expression in N_0_, whereby 25% of the 80 N_0_-specific genes existed within 50 kb of N_0_-specific DHSs (Figure S2E). 

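*Satb1* (chromosome 17, 51875512 to 51972615) encodes a chromatin organizer. Its normalized count was 18138 ± 1905 (SD, n = 3) in N_0_ and 9227 ± 255 in T_0_, a log2 fold change of −0.98 (standard error 0.09, adjusted p = 2.24e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the replicates did not overlap.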

An example of this is shown at the naive T cell-specific gene *Satb1* (Figure S2F), which has been implicated in repressing *Pdcd1* (PD-1) expression in T cells (Stephen et al., 2017). Notably, the DHSs at *Satb1* can bind TCF1, consistent with the enrichment of LEF/TCF motifs at the 635 N_0_-specific sites.

### Activation of Signaling Pathways Induces a Different DHS Profile in Tolerant Cells

To investigate whether epigenetic priming at tDHSs supports inducible chromatin remodeling in tolerant T cells, we performed DNase-seq on N_Ag_ and T_Ag_, and identified the differential DHSs by ranking the regions based on the fold change of signal (Figures 3A and S3A). 

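For chromosome 1, the part of Data S1 used here lists 62 T_Ag_-specific iDHSs, assigned by the authors to 30 tested genes, and 160 N_Ag_-specific iDHSs, assigned to 86. The median T_Ag_:N_Ag_ log2 fold change of the genes near T_Ag_-specific iDHSs was 0.30, at percentile 99.46 of 10000 random gene lists matched on mean expression. When the distance was limited to 50 kb, it was 0.22 (percentile 96.84), and with each library left out in turn it ranged from 0.04 to 0.55. Of the 30 genes, 5 were called higher and 0 lower in T_Ag_. The median of genes near N_Ag_-specific iDHSs was −0.10, at percentile 25.75, within the range of random lists.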

We confirmed that the formation of T_Ag_-specific DHSs was generally correlated with increased gene expression by measuring the difference in mRNA expression in T_Ag_ compared with N_Ag_ for the genes that are adjacent to the corresponding DHSs (Figure 3A). To define high-confidence subsets of specific DHSs, we intersected the peaks that were at least 2-fold enriched in each sample for two independent pairs of replicates. This gave 2,680 N_Ag_-specific peaks and 1,959 T_Ag_-specific peaks (Figure S3A). As we were specifically interested in iDHSs, we filtered them further to include only peaks that were at least 3-fold higher in N_Ag_ compared with N_0_, or in T_Ag_ compared with T_0_ (Figures S3B and S3C). This revealed 1,824 N_Ag_-specific iDHSs and 682 T_Ag_-specific iDHSs (Data S1; Figure 3B), which were highly specific for just naive or tolerant cells (Figure 3C). The same sets of specific DHSs were also defined by a parallel analysis using DESeq2 and the same fold change for each subset (p < 0.05), which identified 2,161 N_Ag_-specific iDHSs and 923 T_Ag_-specific iDHSs, including 88% of the 1,824 N_Ag_ sites and 90% of the 682 sites T_Ag_ (Figure S3D). Examples of T_Ag_-specific iDHSs can be observed at the tolerance-associated *Il10*, *Tigit*, and *Ctla4* loci (Figure 3D), where iDHS induction correlated with increased mRNA gene expression in T_Ag_ cells. Furthermore, 19% of the T_Ag_-specific iDHSs were located within 50 kb of a tDHS (Figure 3E), consistent with locus priming enabling more efficient activation of closely linked enhancers residing in the same active chromatin domain (Figure 1B). 

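From T_0_ to T_Ag_, *Il10* rose to a normalized count of 3429.5 ± 315 (SD, n = 3), a log2 fold change of 5.46 (standard error 0.30, adjusted p = 1.36e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tigit* rose by 2.29 (standard error 0.32, adjusted p = 3.19e-05) and *Ctla4* by 1.99 (standard error 0.19, adjusted p = 2.81e-07). For all 3 genes, every T_Ag_ library was above every T_0_ library.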

Many of the same iDHSs that are induced in T_Ag_ are also induced in T_B_ cells stimulated with PI (Figure 3D). In Figures 2G and 3D, it is also evident that regions associated with iDHSs induced by PI in T_B_ cells were already marked with H3K4me2 and H3K27ac modifications before Ag stimulation. In contrast with tolerant cells, naive T cells are not preferentially primed by pDHSs at the N_Ag_-specific genes in N_0_ cells, but nevertheless still induce N_Ag_-specific iDHSs (Figure 3F).

**Figure 3:**
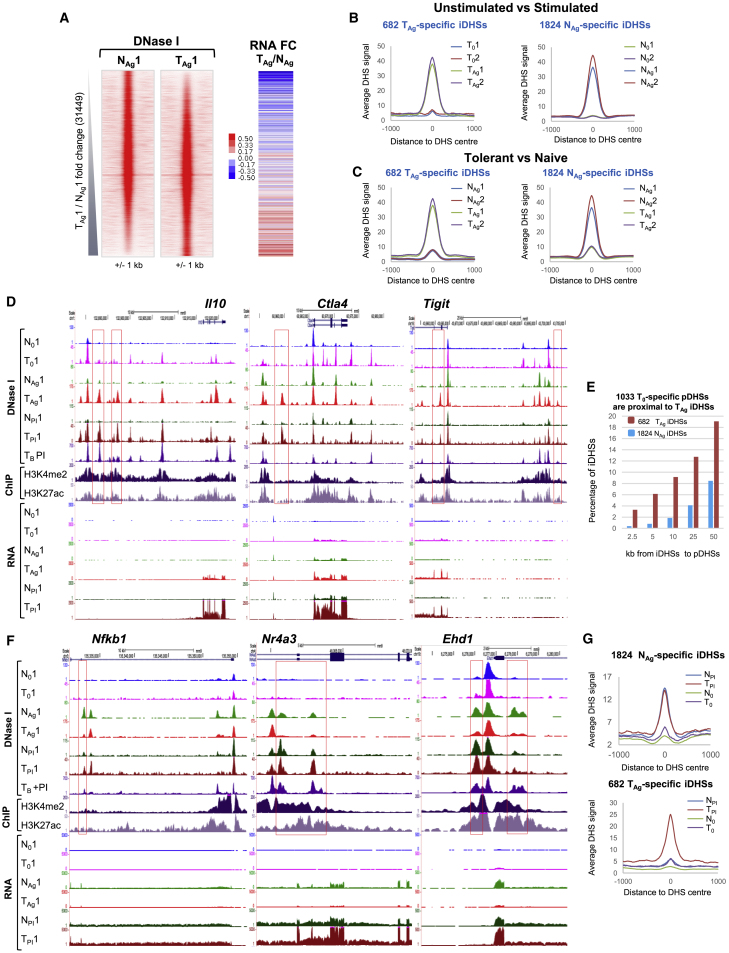
DNase-Seq Analyses of *In Vivo*-Activated Naive and Tolerized T Cells (A) DNase-seq tag density plots showing all peaks detected in replicate 1 of N_Ag_ and T_Ag_ ranked according to FC of sequence tag count for T_Ag_ compared with N_Ag_. Alongside is the FC in mRNA level for the closest gene to the DHSs for T_Ag_ compared with N_Ag_. (B and C) Average DHS signal at the 682 T_Ag_-specific iDHSs (left) and at the 1,824 N_Ag_-specific iDHSs (right) for 0 compared with Ag (B) and N_Ag_ compared with T_Ag_ (C). (D) UCSC genome browser tracks showing DNase-seq and RNA-seq data from resting cells (N_0_ and T_0_), antigen-stimulated cells (N_Ag_ and T_Ag_), and PI-stimulated cells (N_PI_ and T_PI_). DNase-seq, H3K27ac ChIP, and H3K4me2 ChIP tracks are shown for CD4 T_B_ PI. (E) Bar graph showing the percentage of iDHSs that are preferentially induced in T_Ag_ or N_Ag_ that are found within 50 kb of the 1,033 tDHSs. (F) UCSC genome browser tracks as for (D). (G) Average DNase-seq signal for the 1,824 N_Ag_-specific iDHSs and the 682 T_Ag_-specific iDHSs in non-stimulated (N_0_ and T_0_) and PI-treated (N_PI_ and T_PI_) cells.

### N_Ag_-Specific iDHSs Can Be Induced in Tolerant Cells by Bypassing TCR/CD28 Signaling

The treatment of tolerant cells with PI enabled the induction of many N_Ag_-specific genes in tolerant cells, whereas the T_Ag_-specific genes could not be induced by PI in naive cells (Figures 1E and 1F). 

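Of the 244 N_Ag_-specific genes, 177 (72.5%) were induced at least 2-fold by PI in tolerized cells (T_PI_ against T_0_) at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 124 (50.8%) were induced by Ag in these cells. Their median log2 fold change was 2.39 with PI and 1.04 with Ag in tolerized cells, and 2.74 with Ag in naive cells. The 244 genes were chosen in these libraries for high N_Ag and low T_Ag values. This choice by itself favors Ag in naive cells, and PI over Ag in tolerized cells. In naive cells, PI induced 167 of the 244 genes (68.4%), with a median of 1.94 (N_PI_ against N_0_). In T_PI_, 11 of the 244 (4.51%) were at least 2-fold lower than in N_PI_ and 40 (16.4%) at least 2-fold higher. Of the 152 T_Ag_-specific genes, 91 (59.9%) were induced by PI in naive cells (N_PI_ against N_0_), with a median log2 fold change of 1.59, and 108 (71.1%) were induced by Ag in naive cells, with a median of 1.83. In tolerized cells, PI induced 98 of the 152 genes (64.5%), with a median of 1.77 (T_PI_ against T_0_). Compared with N_Ag_, 29 of the 152 (19.1%) were higher in N_PI_, and the median difference was −0.16. In T_PI_, 94 (61.8%) were at least 2-fold higher than in N_PI_ and 2 (1.32%) lower, with a median log2 fold change of 1.44. The share of T_Ag_-specific genes induced by PI in naive cells moved most, to 48.9%, when genes were called without a minimum average count.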

To determine whether this same trend was observed at the chromatin level, we measured DNase I accessibility in naive and tolerant cells treated with PI. The mRNA induction correlated closely with the changes in chromatin structure whereby T_Ag_-specific iDHSs could not be induced in naive cells, most likely due to the lack of epigenetic priming, whereas N_Ag_-specific iDHSs were induced in tolerant cells treated with PI. This was observed at both the local level (Figures 3D and 3F) and globally at the 1,824 N_Ag_ and 682 T_Ag_ iDHSs (Figure 3G). The ability of PI to overcome the block in tolerant cells is consistent with suppression of TCR signaling upstream of PLC and PKC to inducible TFs, a block that could be bypassed by direct activation of PKC and RAS signaling by PI (Figure 1A).

### N_Ag_- and T_Ag_-Specific iDHSs Are Governed by Distinct Gene-Regulatory Networks

Tolerance involves the expression and activation of inhibitory receptors that antagonize TCR/CD28 signaling to the inducible TFs, which create iDHSs. To identify gene-regulatory signatures within the specific subsets of N_Ag_ and T_Ag_ DHSs, we performed HOMER *de novo* motif analyses of enriched TF motifs (Figures 4A and 4B) and plotted the positions of the identified motifs over the DHS coordinates, together with published ChIP-seq data for these same TFs (Figure 4C). The N_Ag_-specific iDHSs had a complex TF motif signature reflecting the TCR/CD28-inducible TFs AP-1, NFAT, NF-κB, and NR4A, but not EGR or IRF family TFs (Figures 4A and 4C). The T_Ag_-specific DHSs were enriched for EGR and IRF motifs, but not motifs for the TCR/CD28-induced TFs NF-κB and NR4A. 

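*Nr4a3* (chromosome 4, 48058025 to 48099319) had a normalized count of 60985.5 ± 2366.5 (SD, n = 3) in N_Ag_ and 13058.5 ± 2621 in T_Ag_, a log2 fold change of −2.22 (standard error 0.15, adjusted p = 2.33e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nfkb1* (chromosome 3, 135247619 to 135354511) had 54712 ± 3256 in N_Ag_ and 18344 ± 1750.0 in T_Ag_, a log2 fold change of −1.58 (standard error 0.09, adjusted p = 4.26e-12). T_Ag_ was still above T_0_ for both genes, with 158 ± 27.8 for *Nr4a3* and 3305 ± 122.5 for *Nfkb1* in T_0_.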

The latter could be explained in part by reduced expression for *Nr4a3* and *Nfkb1* in T_Ag_ compared with N_Ag_ (Figure 1E) and the absence of N_Ag_-specific iDHSs induced at these loci (Figure 3F). These analyses were also confirmed using DESeq2, which identified essentially the same subsets of N_Ag_ and T_Ag_ DHSs with the same motif composition as those identified by the above pairwise analysis (Figures S4A and S4B).

**Figure 4:**
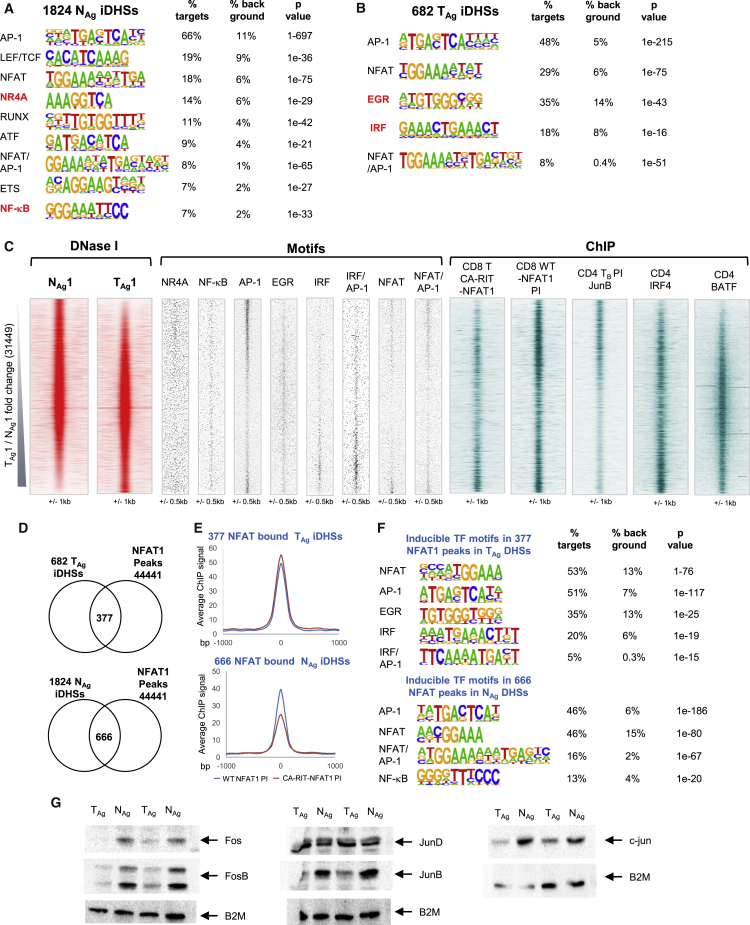
Analyses of TF Interactions with DHSs in Naive and Tolerized T Cells (A and B) Homer *de novo* identification of enriched TF motifs in the 1,824 N_Ag_-specific iDHSs (A) and the 682 T_Ag_-specific iDHSs (B). (C) Locations of transcription factor binding motifs (middle) at all DNase I peaks in the Ag-stimulated samples ordered according to the FC in sequence tag density for T_Ag_ compared with N_Ag_ (left). Aligned on the same axis are published ChIP-seq data for JunB in T_B_ cells (Bevington et al., 2016), IRF4, BATF in CD4 T cells (Li et al., 2012) and constitutively active CA-RIT-NFAT and endogenous PI-induced NFAT in CD8 T cells (Martinez et al., 2015) (right). (D) Venn diagrams depicting the overlaps between the published data for 4,4441 peaks detected in ChIP assays for CA-RIT-NFAT1 and/or endogenous (WT) NFAT1 in PI-stimulated T cells (Martinez et al., 2015) with the 682 T_Ag_-specific iDHSs (upper) or 1,824 N_Ag_-specific iDHSs (lower). (E) Average ChIP-seq signal for WT NFAT1 and CA-RIT-NFAT in PI-stimulated T cells at the 377 NFAT T_Ag_-specific iDHSs (upper) and 666 NFAT-bound N_Ag_-specific iDHSs (lower). (F) HOMER *de novo* identification of inducible TF motifs within the 377 and 666 sites. (G) Representative example of western blot assays of Fos, FosB, JunB, Jun, JunD, and B2M proteins in T cells.

### Evidence for Distinct AP-1, NFAT, and IRF Complexes in T_Ag_ and N_Ag_ Cells

Although the T_Ag_ and N_Ag_ iDHSs both contained NFAT and AP-1 motifs, the T_Ag_-specific iDHSs were more enriched for NFAT motifs, whereas the N_Ag_ iDHSs had a higher proportion of AP-1 binding motifs (Figures 4A–4C). Consistent with this, published ChIP-seq data reveal higher levels of binding of the constitutively active CA-RIT-NFAT (Martinez et al., 2015) at the T_Ag_-specific iDHSs and higher levels of JunB AP-1 binding at the N_Ag_-specific iDHSs in T_B_ cells stimulated with PI (Bevington et al., 2016; Figure 4C). Because CA-RIT-NFAT has modifications that prevent cooperative interactions with AP-1, these data may indicate that much of the NFAT binding seen at T_Ag_-specific DHSs is independent of AP-1, as seen in other models of exhaustion and in TILs (Macián et al., 2002, Martinez et al., 2015, Mognol et al., 2017). In contrast, published ChIP-seq data for endogenous NFAT1 (NFATc2) in CD8 T cells stimulated with PI, where AP-1 will be efficiently induced (Martinez et al., 2015), revealed NFAT binding to many N_Ag_-specific iDHSs that are unable to bind CA-RIT-NFAT (Figure 4C), suggesting direct cooperation between NFAT and AP-1.

To investigate NFAT further, we identified all 44,441 ChIP peaks that could bind either CA-RIT-NFAT1 or wild-type (WT) NFAT1, and then intersected these with the 1,824 N_Ag_ and 682 T_Ag_ iDHSs (Figure 4D). This analysis revealed that 55% of the 682 T_Ag_ iDHSs (377 sites) were capable of binding at least one form of NFAT, whereas just 36% of the N_Ag_-specific iDHSs could bind NFAT. The average level of binding of CA-RIT-NFAT1 detected at the N_Ag_ iDHSs was also weaker than endogenous NFAT1 binding (Figure 4E), again suggesting that cooperative binding with AP-1 is more important at N_Ag_ iDHSs. This concept was further supported by an enrichment of the composite NFAT/AP-1 element detected by HOMER in the N_Ag_, but not the T_Ag_, NFAT binding sites (Figure 4F). Examples of these patterns of binding were observed at the T_Ag_-specific genes *Tigit* and C*tla4*, where the T_Ag_-specific iDHSs bind NFAT independently of AP-1 (CA-RIT NFAT) (Figure S4C). In contrast, the N_Ag_-specific genes *Fosl2* and *Nfkb1* bind WT NFAT only when the cells are stimulated with PI and AP-1 is present (WT NFAT PI) (Figure S4D). Furthermore, consensus motifs for cooperative NFAT/AP-1 binding were found at the N_Ag_-specific genes, whereas the T_Ag_-specific iDHSs lacked the true composite element with correctly spaced NFAT and AP-1 motifs (Chen et al., 1998). The above observations and conclusions were supported by a reduction in the total amount of the activating AP-1 proteins c-Fos, Fosb, c-Jun, and JunB in T_Ag_ compared with N_Ag_, whereas levels of JunD were not reduced (Figure 4G). JunD has immuno-suppressive functions in lymphocytes (Meixner et al., 2004), suggesting that the ratio between JunD and other activating AP-1 proteins may influence the activity of AP-1 target genes in tolerized cells.

JunD has previously been detected in AP-1/IRF complexes in T cells (Li et al., 2012). This is significant here because IRF family proteins also play a role in anergy, in association with BATF/Jun AP-1-like complexes, whereby these factors can bind to composite IRF1/AP-1 motifs, including at the *Il10* locus (Glasmacher et al., 2012, Li et al., 2012). Although the composite IRF/AP-1 motif was not initially detected in the 682 T_Ag_ iDHSs (Figure 4B), a direct search detected it in 12% of these sites, compared with less than 3% of the 1,824 N_Ag_ iDHSs, and the IRF/AP-1 motif was identified by HOMER within the specific subset of 377 NFAT-bound N_Ag_ iDHSs (Figure 4F). Furthermore, BATF has been identified in IRF/AP-1 complexes in anergic Tr1 cells (Karwacz et al., 2017), and here we observed that published ChIP peaks for both BATF and IRF4 are enriched in T_Ag_, but not N_Ag_, DHSs (Figure 4C).

### TF Occupancy Differs in Tolerant and Naive Cells

To look for further evidence of differential TF occupancy, we generated higher read depth DNase-seq data for one sample from each group and performed digital DNase I footprinting of protected TF motifs. Using the Wellington footprinting algorithm (Piper et al., 2013), we identified 1,490 protected sites in N_Ag_-specific iDHSs and 1,038 protected sites in T_Ag_-specific iDHSs (Figures 5A and 5B). Consistent with the results depicted in Figure 4, more AP-1 sites were occupied in N_Ag_ compared with T_Ag_, and more NFAT and EGR sites were protected in T_Ag_ compared with N_Ag_, while NF-κB and IRF sites were protected only in N_Ag_ and T_Ag_, respectively (Figures 5C and 5D). To further validate these results, we plotted the forward and reverse DNase I cuts surrounding all the NF-κB motifs that were present in the 1,824 N_Ag_-iDHSs and 682 T_Ag_-iDHSs (Figure 5E). NF-κB sites in the 1,824 iDHSs were more protected in the N_Ag_ sample, indicating that this TF is most likely bound here. Examples are shown in Figures 5F and S5A, where publically available ChIP-seq data (Oh et al., 2017) show NF-κB binding correlating with these footprints. Furthermore, in some cases where an NF-κB motif was present within an iDHS that was induced in both N_Ag_ and T_Ag_, more efficient protection was observed in the N_Ag_ cells (Figures 5G and S5B). This further suggests a reduction in signaling to NF-κB in tolerized cells.

**Figure 5:**
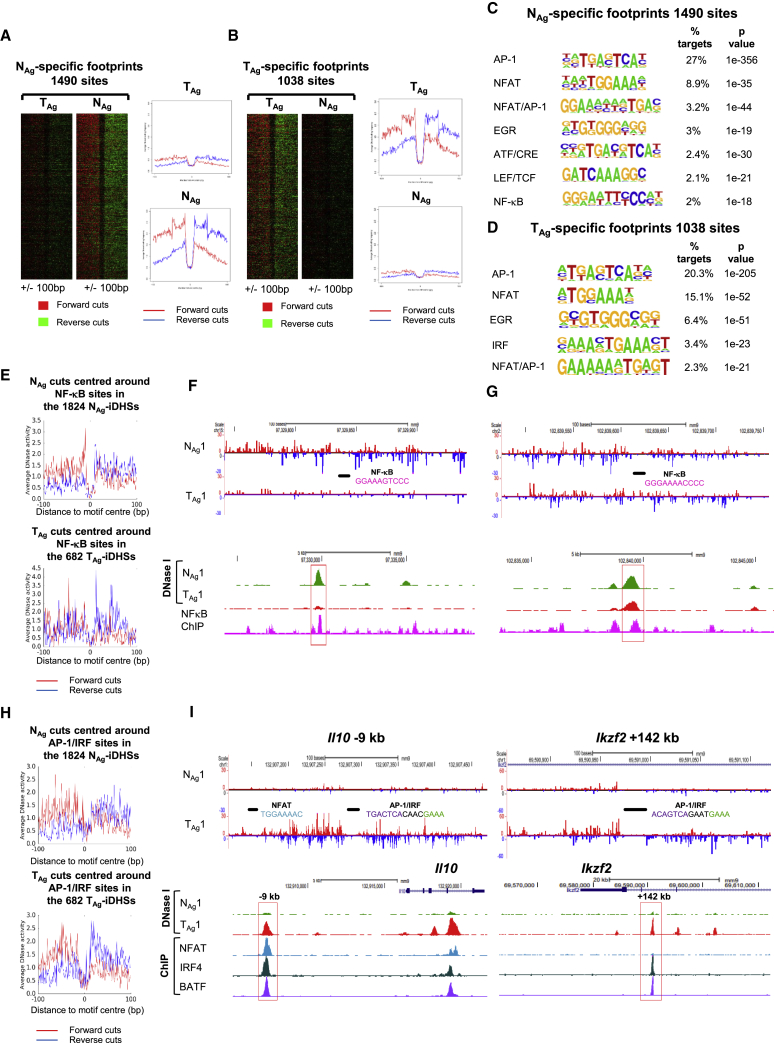
Footprinting Analyses of TF Occupation in Naive and Tolerized T Cells (A and B) Footprints within (A) N_Ag_- and (B) T_Ag_-specific iDHSs ordered according to the Wellington footprinting occupancy score. (C and D) HOMER *de novo* identification of TF motifs enriched within footprints in the 1,824 N_Ag_-specific iDHSs (C) and the 682 T_Ag_-specific iDHSs (D). (E) Average profile showing the DNase I cuts around all NF-κB sites in the 1,824 N_Ag_-specific iDHSs in N_Ag_ (upper) and 682 T_Ag_-specific iDHSs in T_Ag_ (lower). (F and G) Examples of Wellington digital footprinting of DNase-seq data showing protection of an NF-κB site at a N_Ag_-specific iDHS (F) and at a shared iDHS (G). DNase-seq data are shown for N_Ag_ and T_Ag_, and ChIP-seq data for NF-κB (Oh et al., 2017). (H) Average profile showing the DNase I cuts around all AP-1/IRF sites in the 1,824 N_Ag_-specific iDHSs in N_Ag_ (upper) and 682 T_Ag_-specific iDHSs in T_Ag_ (lower). (I) Examples of Wellington digital footprinting of DNase-seq data showing protection of NFAT and composite AP-1/IRF motifs. DNase-seq data are shown for N_Ag_ and T_Ag_, and ChIP-seq data for NFAT1 (Martinez et al., 2015), IRF4, and BATF (Li et al., 2012).

We similarly investigated the occupancy of AP-1/IRF motifs and determined that these composite motifs had a greater level of protection in the 682 T_Ag_-specific iDHSs than in the 1,824 N_Ag_ iDHSs (Figure 5H). The T_Ag_-specific genes *Il10*, *Ikzf2*, and *Nrp1* loci each encompass strongly protected AP-1/IRF motifs (Figures 5I and S5C). Furthermore, ChIP-seq data from previously published studies (Li et al., 2012) showed that these sites could bind both IRF4 and BATF (Figures 5I and S5C). At the *Il10 −*9 kb and *Nrp1* +177 kb DHSs, in addition to IRF4 and BATF binding, NFAT peaks were identified in published ChIP data for CA-RIT-NFAT, at sites where NFAT motifs were footprinted in T_Ag_ cells, reinforcing the role of these three factors in gene-regulatory networks in tolerized T cells as has been shown in exhausted T cells (Man et al., 2017).

### TCR Signaling Complexes Are Disrupted in Tolerized T Cells

To look for direct evidence of defective signaling in tolerant cells, we used microscopy to investigate TCR signaling molecules at the immune synapse formed after engagement of antigen-presenting cells (APCs) with either *in vitro*-generated T helper 1 (Th1) cells or T cells tolerized by repeated intra-nasal delivery of the 4Y peptide (Figure 6). We investigated the localization of Zap70 and PKCθ just downstream of TCR and PKC signaling (Figure 1A). These analyses revealed that although CD28 clustering at the TCR synapse occurs in both Th1 and tolerized T cells, Zap70 and PKCθ can no longer be efficiently recruited to the synapse in tolerized T cells (Figures 6A–6C). Quantitation of the proportion of signal at the synapse confirmed that there was a global decrease in the amount of Zap70 and PKCθ that migrates to the synapse upon engaging APCs in tolerized T cells compared with Th1 cells (Figure 6D). This breakdown of signaling from the synapse correlated with a reduction of PKCθ T538 phosphorylation in tolerized cells (Figures 6E). We also assessed the opposing roles played by PKCθ and Cbl-b, which functions as the gatekeeper of TCR/CD28 signaling (Li et al., 2004, Qiao et al., 2013, Zhang et al., 2002; Figure 6F). Total internal reflection fluorescence (TIRF) microscopy revealed lower levels of Zap70 and PKCθ in the same plane as the TCR in tolerized T cells engaged with surface-bound CD3 Abs and higher levels of Cbl-b, compared with Th1 cells (Figures S6A–S6D). There was a negative correlation between PKCθ and Cbl-b co-localizing in activated T cells for Th1 and tolerized T cells (Figure 6G). Significantly, PKCθ is just downstream of signaling from CD28 and PI3K, and both PI3K and PKC are repressed by Cbl-b (Figure 6F). PKCθ is also a direct target of PMA, and Ras proteins are indirect targets of PMA, thereby accounting for the ability of PMA to overcome the block in signaling imposed by CTLA4, PD-1, and Cbl-b (Figure 6F). Furthermore, a previous study found that ubiquitination of the p85 subunit of PI3K by Cbl-b blocks co-association of CD28 and the TCR, and thereby suppresses TCR signaling (Fang and Liu, 2001).

**Figure 6:**
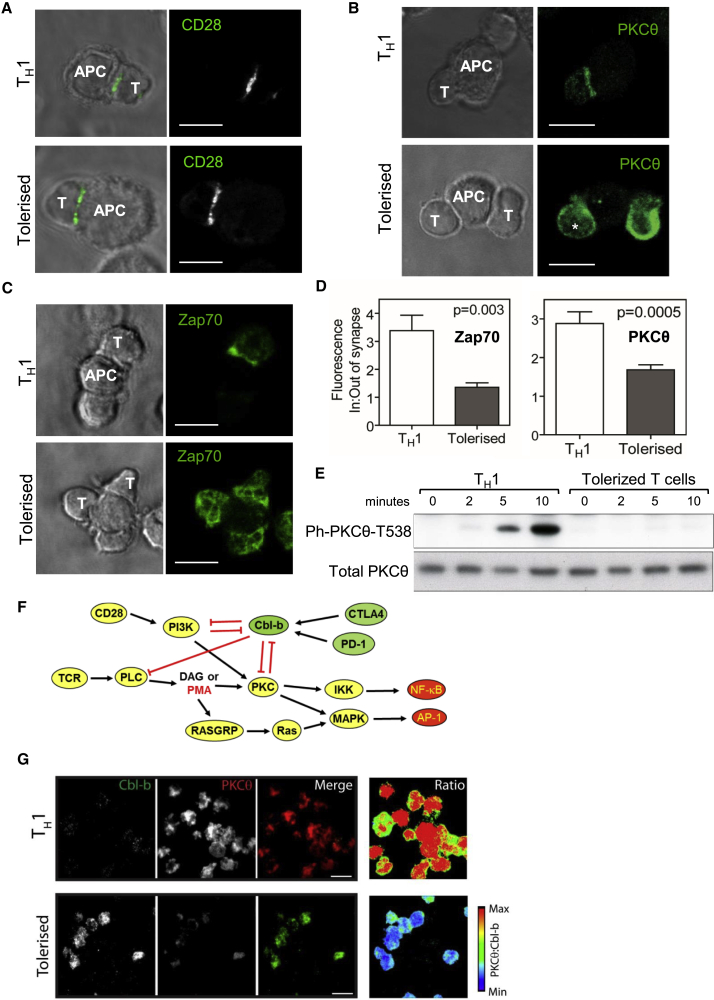
Altered Immunological Synapse Morphology and Reduced TCR-Proximal Signaling in Tolerant T Cells T cells were tolerized by either intra-nasal (IN) delivery of peptides (A–E and G) or sub-cutaneous injection of peptides (F). (A–C) Confocal microscopy of Th1-like cells or IN-tolerized T cells coupled with bone marrow APCs presenting cognate peptide for 10 min and imaged by immunofluorescence confocal microscopy following immune-labeling for (A) CD28, (B) PKCθ, or (C) Zap70. (D) Quantification of confocal microscopy images showing mean enrichment of PKCθ and Zap70 at the T cell-APC interface as in (B) and (C). Values were derived from at least three biological replicates. p values were calculated by Mann-Whitney test, error bars are SEM. (E) Western blot analyses of PKCθ T538 phosphorylation in Tg4 Th1 or IN-tolerant T cells following activation with cross-linked anti-CD3/CD28 for the indicated amounts of time. (F) Model depicting TCR and CD28 signaling pathways that can be antagonized when Cbl-b is activated by CTLA4 or PD-1, or bypassed by PMA. (G) TIRF microscopy of Cbl-b and PKCθ enrichment at the T cell immunological synapse in Th1-like cells or tolerized T cells. Scale bars: 10 μM.

## Discussion

### A Two-Step Model Accounting for T Cell Tolerance

Increasing evidence shows that overactive immune responses in allergy and autoimmunity can be corrected by Ag-specific immunotherapy. We established that cells exposed to soluble peptide epitopes become anergic and switch from a pro-inflammatory phenotype to an anti-inflammatory Tr1-like phenotype (Burkhart et al., 1999, Sundstedt et al., 2003). These Foxp3^−ve^ T cells are anergic and capable of suppressing other immune cells through secretion of IL-10, which inhibits the Ag-presenting machinery of APCs such as dendritic cells (Gabrysová et al., 2009). In the current study, our genomic analyses utilized an *in vivo* model to answer many of the outstanding questions about the epigenetic mechanisms underlying and maintaining tolerance. Building upon published data, we propose a comprehensive inter-connected model explaining T cell tolerance: (1) the increased activity of inducible inhibitory receptors lowers TCR/CD28 signaling strength below the threshold required for induction of many immune response genes; and (2) epigenetic reprograming of inhibitory receptor genes allows them to be induced at a lower threshold of TCR/CD28 signaling than that required for immune response genes (Figure 7). Therefore, immune response genes, such as *Il2*, *Csf2*, *Tnf*, *Cd40lg*, *Nr4a3*, and *Ccl1*, can be rapidly induced in naive T cells and in effector T cells, but not in tolerized T cells. The activation of TCR signaling in the absence of CD28 co-stimulation also leads to loss of activation of *Il2*, *Csf2*, and *Tnf* (Yukawa et al., 2020), consistent with suppression of CD28 signaling in tolerized cells. Some of the immune response genes induced in naive T cells, such as *Nr4a3* (Figure 3F), are not epigenetically primed, and thus require an elevated threshold of signaling for their induction. Conversely, epigenetic priming creates an accessible chromatin environment at immuno-suppressive genes such as *Ctla4* and *Il10*, meaning that they can still be induced in tolerized cells in the presence of reduced levels of TCR/CD28 signaling (Figure 7). However, these genes are not yet primed in naive T cells, meaning that their original epigenetic state was altered after the first round of activation by epigenetic priming at DHSs in close proximity to inducible enhancers and promoters, allowing more efficient induction as described by us previously for memory T cells and T_B_ cells (Bevington et al., 2016).

**Figure 7:**
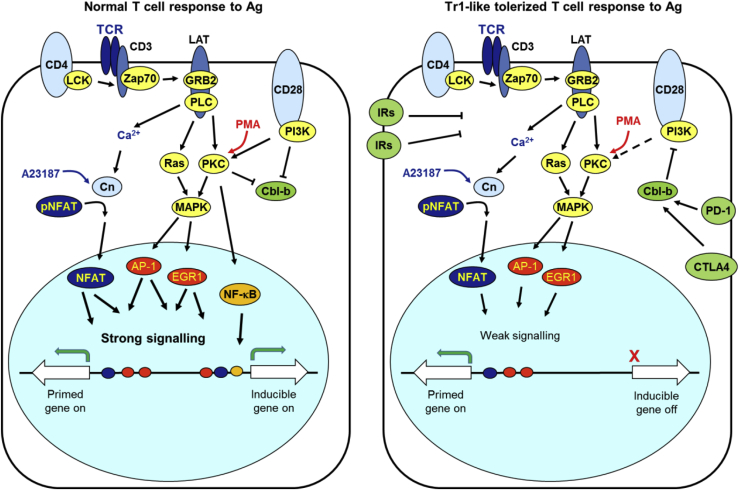
A Two-Step Model Accounting for T Cell Tolerance In a normal T cell immune response, efficient co-activation of TCR and CD28 signaling leads to strong activation of inducible TFs and immune response genes. In tolerized T cells, inhibitory receptors activate repressive factors, such as the ubiquitin ligase Cbl-b, which weaken but do not eliminate TCR/CD28 signaling. This reduced level of signaling is sufficient to epigenetically prime and activate inhibitory receptor genes, but not most immune response genes.

### Inhibitory Receptors Suppress TCR/CD28 Signaling in Tolerized Cells

We demonstrated that tolerization leads to both high steady-state levels and higher inducible levels of inhibitory receptors. The nature of the suppressive pathways downstream of most inhibitory receptors, including TIM3, LAG3, and TIGIT, still remains poorly understood. However, it is known that both CTLA4 (Li et al., 2004, Li et al., 2019) and PD-1 (Fujiwara et al., 2017) mediate activation of the repressive ubiquitin ligase Cbl-b, and our data suggest a role for Cbl-b in limiting genomic responses in the tolerant state. Cbl-b functions in setting the threshold of T cell activation and is essential for both anergy (Tang et al., 2019, Zhang et al., 2002) and the development of inducible regulatory T cells (Qiao et al., 2013). In its absence, the response to TCR signaling is uncoupled from co-receptor signaling, and mice develop spontaneous auto-immunity (Bachmaier et al., 2000). In the anergic state associated with tolerance and exhaustion, Cbl-b represses TCR/CD28 signaling by: (1) targeting the p85 subunit of PI3K for ubiquitination and blocking its association with CD28 (Fang and Liu, 2001); (2) directing ubiquitination of PKCθ and targeting it for degradation (Heissmeyer et al., 2004); and (3) directing the ubiquitination of PLCγ1, blocking its activation (Jeon et al., 2004; Figure 7). Conversely, CD28 signaling promotes ubiquitination and degradation of Cbl-b in effector T cells (Zhang et al., 2002). Furthermore, effector T cells normally express Satb1, which represses *Pdcd1* (PD-1) expression (Stephen et al., 2017). 

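*Pdcd1* (chromosome 1, 95934884 to 95949130) had a normalized count of 285 ± 23.5 (SD, n = 3) in T_0_ and 102 ± 46.3 in N_0_, a log2 fold change of 1.47 (standard error 0.21, adjusted p = 0.000195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ag raised it to 1715 ± 126 in T_Ag_ and 1507 ± 28.5 in N_Ag_, and the increase from T_0_ to T_Ag_ was 2.59 on the log2 scale (standard error 0.18, adjusted p = 3.64e-09). *Satb1* was lower in T_Ag_ than N_Ag_, at 14957.5 ± 1399.5 against 51742 ± 6557.5, a log2 fold change of −1.79 (standard error 0.10, adjusted p = 1.18e-12).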

Our data show that *Pdcd1* activation in tolerized T cells occurs in parallel with repression of *Satb1*, and we confirmed that suppressive pathways involving Cbl-b have been triggered in tolerized cells. Others have also recently demonstrated that PD-1 engagement in T cells leads to loss of expression of genes that rely on a high threshold of signaling, such as *Il2, Il3*, *Csf2*, *Ccl1*, and *Cd40lg* (Shimizu et al., 2020). Consistent with these findings, we demonstrate here that anergy in tolerized T cells involves a membrane-proximal block in cell signaling because Zap70 and PKCθ fail to localize efficiently at the immune synapse, thus failing to induce AP-1 proteins efficiently. Furthermore, we show that the block can be largely bypassed using PMA to directly activate DAG-inducible pathways downstream of PKCθ and Ras (Figure 2F).

### The Inducible Gene-Regulatory Network Is Rewired in Tolerized T Cells

Our data establish that activation of repressive pathways during tolerization leads to loss of both epigenetic priming and inducible activation of many immune response genes. Our genome-wide analyses demonstrate that the TCR/CD28-inducible gene-regulatory network is rewired compared with both naive T cells and normal effector T cells after tolerization. It is likely that much of the epigenetic reprogramming described for T_B_ and memory T cells is either aborted or erased as part of the tolerization process. Indeed, tolerized cells successfully prime only 3% of the pDHSs defined by us previously in memory T cells.

The altered signaling network present in tolerized T cells activates different TF networks compared with the ones detected in naive T cells in both resting and activated cells. *Maf* and *Prdm1* levels were elevated in resting tolerant cells, and we observed much higher inducible activation of *Nfil3*, *Maf*, and *Prdm1* in tolerant cells than in naive T cells. 

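After Ag, *Nfil3* (chromosome 13, 53062578 to 53076442) had a normalized count of 1311 ± 274 (SD, n = 3) in T_Ag_ and 206.5 ± 47.3 in N_Ag_, a log2 fold change of 2.67 (standard error 0.22, adjusted p = 3.74e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Prdm1* (chromosome 10, 44156983 to 44248307) had 1437 ± 136.5 in T_Ag_ and 454 ± 130.5 in N_Ag_, a log2 fold change of 1.66 (standard error 0.20, adjusted p = 1.37e-05). Tested against the response of naive cells, the Ag response of tolerized cells was larger by 1.01 on the log2 scale for *Nfil3* (standard error 0.41, adjusted p = 0.0989) and by 0.60 for *Prdm1* (standard error 0.30, adjusted p = 0.182), and neither difference was significant. With DESeq2 and in a fit of only the groups compared that of *Nfil3* was significant, and without 1 N_Ag_ library that of *Prdm1*. That of *Maf* was significant, and 8 of the 12 fits that each left out 1 library no longer passed the threshold.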

*Maf* expression correlates directly with *Il10* expression in tolerized cells (Burton et al., 2014) and consistent with these findings, Gabryšová et al. (2018) have shown that c-Maf controls IL-10 production in Th1, Th2, and Th17 subsets. Here we show that induction of tolerance involves the opening of chromatin at known c-Maf binding sites (Figure 2), and that the tDHSs are enriched for AP-1 motifs where c-Maf is able to bind with other AP-1 proteins (Kataoka et al., 1994). Furthermore, NFIL3, c-Maf, and Blimp1 are all likely to be important drivers of anergy and immunosuppression because they were previously identified as regulators of *Il10*, *Havcr2*, *Tigit*, and/or *Pdcd1* expression in either T cells suppressed by IL-27 (Chihara et al., 2018, Zhu et al., 2015) or TILs derived from acute myeloid leukemia patients (Zhu et al., 2017). These observations were confirmed using regulatory T cells lacking Blimp1 (Cretney et al., 2018). Overexpression of c-Maf is partially sufficient to induce the exhausted T cell program, and *Maf*-deficient T cells are more efficient at targeting tumors *in vivo* (Giordano et al., 2015).

The gene-regulatory network that is activated in Ag-stimulated tolerant cells has diverged from that detected in naive T cells or T_B_ cells. By integrating data identifying the TF motifs present within the N_Ag_- or T_Ag_-specific iDHSs with protein expression levels and foot-printing analyses, we have been able to infer a model of how signaling to TFs is de-regulated during tolerization. This includes: (1) a suppression of signaling to AP-1 and NF-κB, (2) an increased utilization of NFAT in the absence of AP-1, and (3) an increased occupancy of composite AP-1/IRF elements. Indeed, increased binding of AP-1/IRF may occur through the suppression of certain AP-1 family members. The AP-1/IRF complex has been shown to contain BATF, JunD, and/or JunB, but not c-Fos (Glasmacher et al., 2012, Li et al., 2012). Although we observed a reduction in c-Fos, FosB, and JunB protein levels in T_Ag_ cells, the level of JunD remained stable, which is of interest here because JunD can function to suppress T cell responses (Meixner et al., 2004). The data also imply redistribution of AP-1 proteins away from conventional NFAT/AP-1 sites, which are typically bound by Jun/Fos heterodimers (Chen et al., 1998) and regulate immune response genes such as *CSF2* (Johnson et al., 2004), to AP-1/IRF sites found at immune-modulatory genes, such as *Il10* and *Nrp1*. By comparing our data with published data, we found that T_Ag_-specific DHSs were associated with a gain of BATF and IRF4 binding and a loss of JunB, which is consistent with our model. Furthermore, these same sets of TFs have been implicated in rewiring gene-regulatory networks in exhausted CD8 T cells ,where BATF, IRF4, and NFAT bound at the same sites at the immuno-regulatory genes *Lag3*, *Havcr2*, *Tigit*, *Ctla4*, and *Pdcd1* (Man et al., 2017), and in Tr1 cells, where IRF1 and BATF are key for preparing the chromatin landscape for induction of the Tr1 gene program (Kröger, 2017).

### The Tolerized State Shares Features with Anergic and Exhausted T Cells

Our previous genome-wide mRNA analyses (Burton et al., 2014) and the data described here demonstrate that tolerized T cells have moved away from the normal effector T cell program and closer to that of the anergic state. For example, 43% of the 1,033 tDHSs identified here in tolerized CD4 cells were also reprogrammed in a chronic LCMV (lymphocytic choriomeningitis virus) infection model of CD8 T cell exhaustion, including the *Ctla4* and *Il10* loci, whereas most of the epigenetic priming seen in memory T cells is absent (Sen et al., 2016). Tolerized cells resemble, but are not identical to, other anergic states, including exhausted T cells produced during chronic infections, exhausted TILs, T cells rendered anergic by unbalanced TCR/CD28 signaling, and *in vitro*-derived Tr1 cells (Figure S7). In each case a concerted program of inhibitory receptor gene expression is activated, which typically includes *Lag3*, *Havcr2* (TIM3), *Tigit*, *Ctla4*, and *Prdm1* (Blimp1) (Mognol et al., 2017, Singer et al., 2016, Wherry and Kurachi, 2015), which oppose the functions of co-activators such as CD28 (Chen and Flies, 2013). These anergic states also involve activation of a gene regulation network driven by NFAT binding independently of AP-1 (Martinez et al., 2015), and we find that certain AP-1 family proteins are downregulated in tolerized cells.

We also observed some differences between our *in vivo*-generated tolerant T cells and some other models of anergy. Studies of exhausted T cells from TILs (Mognol et al., 2017) and *in vitro*-derived tolerant T cells (Liu et al., 2019) found evidence that TCR signaling to NR4A family TFs is maintained, whereas we found that this pathway was suppressed in tolerized T cells. 

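Among the other NR4A genes, *Nr4a1* (chromosome 15, 101097277 to 101105223) had a normalized count of 63569.5 ± 5769 (SD, n = 3) in N_Ag_ and 8211 ± 1379 in T_Ag_, a log2 fold change of −2.95 (standard error 0.26, adjusted p = 1.09e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nr4a2* (chromosome 2, 56959241 to 56976414) had 10851 ± 414 in N_Ag_ and 2035 ± 104 in T_Ag_, a log2 fold change of −2.42 (standard error 0.08, adjusted p = 5.41e-16). The replicates did not overlap for either gene.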

We also observed a loss of LEF/TCF consensus binding motifs in T_Ag_ DHSs, whereas TCF-1 plays an important role in controlling the differentiation of precursors that give rise to exhausted T cells during chronic infections (Chen et al., 2019). A direct comparison of mRNA data described above with two independent studies of anergic T cells suggests that tolerized cells, Tr1 cells, and CD8^+ve^ TILs all upregulate expression of TIM3, LAG3, Blimp1, and NFIL3. However, tolerant and Tr1 cells preferentially express Maf, IL-10, and IL-21, whereas tolerant T cells and TILs preferentially express PD-1 (Figure S7).

The sum of these studies reveals that different anergic and regulatory T cell states do indeed share the common utilization of immuno-suppressive factors by virtue of preferential epigenetic priming of their genes, thereby rendering them more responsive. The deficiency of the immune response is a direct consequence of inhibitory receptors blocking induction of most inducible genes. These studies also give encouragement for the expanded use of Ag-inducible tolerization as a strategy for combatting auto-immune disorders, and give clues as to how immune responses might be boosted in cancer and chronic infections. Significantly, this is no longer a distant goal, because peptide therapy is already being tested in auto-immune diseases. Our recent phase 1 and 2 clinical trials show that the MBP peptide tolerization strategy described above is giving positive results as a therapy for multiple sclerosis (Chataway et al., 2018), and a similar protocol using thyrotropin receptor peptides has delivered improvements in patients with Graves’ hyperthyroidism (Pearce et al., 2019). The current study has now provided a comprehensive understanding of the molecular basis of this therapeutic approach, which may one day become common practice.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-c-Jun Rabbit monoclonal	Cell Signaling Technologies	Cat# 9165; RRID: AB_2130165
anti-c-Fos Rabbit monoclonal	Cell Signaling Technologies	Cat# 2250; RRID: AB_2247211
anti-FosB Rabbit Monoclonal	Cell Signaling Technologies	Cat# 2251; RRID: AB_2106903
anti-JunB Rabbit Polyclonal	Santa Cruz Biotechnology	Cat# sc-46X; RRID: AB_2130022
anti-JunD Rabbit Polyclonal	Santa Cruz Biotechnology	Cat# sc-74X; RRID: AB_2130711
anti-Beta 2 Microglobulin.	Abcam	Cat# ab75853; RRID: AB_1523204
anti-PKCθ	BD BioScience	Cat# 610089; RRID:AB_397496
anti-PKCθ pT538 polyclonal	Cell Signaling Technologies	Cat# 9377; RRID:AB_2172071
biotinylated anti-CD3ε	BD BioScience	Cat# 553059; RRID:AB_394592
biotinylated anti-CD28	BD BioScience	Cat# 553296; RRID:AB_394765
anti-Zap70	Cell Signaling Technologies	Cat# 3165; RRID:AB_2218656
anti-CD28	Abcam	Cat# ab25234; RRID:AB_470416
anti-Cbl-b polyclonal H121	Santa Cruz	Cat# sc-8006; RRID: AB_2070711
goat anti-rabbit IgG-DyLight488	Jackson Immunoresearch	Cat# 305-486-006; RRID:AB_2339508
donkey anti-mouse IgG-Cy3	Jackson Immunoresearch	Cat# 715-165-150; RRID:AB_2340813

**Chemicals, Peptides, and Recombinant Proteins**		

MBP Ac1-9[4Y] 90% Purity (AcASQYRPSQR)	GL Biochem Shanghai	Custom product
Streptavidin	Jackson Immunoresearch	Cat# 016-000-084; RRID:AB_2337233
LPS	Sigma Aldrich	Cat# L8274
PFA	Electron Microscopy Sciences	Cat# 15710.
Murine rIL-12	Peprotech	Cat# 210-12P80H
Human rIL-2	R&D Systems	Cat# 202-IL
Murine rGM-CSF	Mitenyi Biotech	Cat# 130-094-043
DNase I	Worthington	DPPF Grade
Calcium Ionophore A23187	Sigma Aldrich	Cat# C7522
Phorbol 12-myristate 13-acetate	Sigma Aldrich	Cat# P8139

**Critical Commercial Assays**		

MagniSort Mouse CD4 T cell Enrichment Kit	Thermofisher	Cat# 8804-6821-74
CD4+ T cell Isolation Kit II	Miltenyi Biotech	Cat# 130-095-248
PicoPure RNA Isolation Kit	Thermofisher	Cat# KIT0204
Superscript IV reverse transcriptase	Thermofisher	Cat# 18090010
Applied Biosystems SYBR green master mix	Thermofisher	Cat# 4309155
NEBNext rRNA depletion kit	NEB	Cat# E6310L
NEBNext Ultra II kit	NEB	Cat# E7760S
NEBNext oligonucleotides	NEB	Cat# E7335S
NextSeq® High Output kit v2.5 150 cycles	Illumina	Cat# 20024907
NextSeq® 500/550 High Output kit v2 75 cycles	llumina	Cat# FC 404-2005
Kapa Hyper-Prep kit	Kapa Biosystems	Cat# KK8500
Kapa Library Quantification Kit	Kapa Biosystems	Cat# KK4824
MinElute Gel Extraction Kit	QIAGEN	Cat# 2860

**Deposited Data**		

Raw and analyzed data	This paper	GEO: GSE147268
TCF1 ChIP - thymocytes	(Dose et al., 2014)	GEO: GSE46662
c-MAF ChIP-seq - Th17 cells	(Ciofani et al., 2012)	GEO: GSM1004799
NFAT-CA-RIT-NFAT1, mock NFAT1, NFAT-CA-RIT-NFAT1 PI, mock NFAT1 PI in CD8 T cells	(Martinez et al., 2015)	GEO: GSM1570758
IRF4 ChIP-seq in CD4 T cells and BATF in CD4 +IL-21 T cells	(Li et al., 2012)	GEO: GSE39756
JUNB ChIP-seq in CD4 T_B_ PI cells, H3K4me2 and H3K27ac ChIP-seq in CD4 T_B_ and T_B_ PI cells, and DNase I in CD4 T_B_ and CD4 T_B_ PI	(Bevington et al., 2016)	GEO: GSE67443
p65 ChIP-seq in Tconv cells stimulated with CD3/CD28	(Oh et al., 2017)	GEO: GSE99319

**Experimental Models: Organisms/Strains**		

Mouse: Tg4-H2^u^	(Liu et al., 1995)	https://pubmed.ncbi.nlm.nih.gov/7584132
Mouse: B10.PL mice (B10.PL-*H2*^*u*^*H2-T18*^*a*^/(73NS) SnJ	Jackson Laboratory	

**Oligonucleotides**		

Oligonucletide primers are listed in Table S6		N/A

**Software and Algorithms**		

TopHat (version 2.1.1)	(Kim et al., 2013)	https://ccb.jhu.edu/software/tophat/index.shtml
HTSeq-count (version 0.9.1)	(Anders et al., 2015)	https://pypi.org/project/HTSeq/
DESeq2 (version 1.18)	(Love et al., 2014)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
EdgeR (version 3.24)	(Robinson et al., 2010)	https://bioconductor.org/packages/release/bioc/html/edgeR.html
R (version 3.4.3)	The R project for Statistical Computing	https://www.r-project.org/
Bowtie2 v2.2.3	(Langmead and Salzberg, 2012)	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
MACs version 1.4.2	(Zhang et al., 2008)	https://github.com/taoliu/MACS
MACS2 callpeak (Galaxy Version 2.1.1)	(Zhang et al., 2008)	https://usegalaxy.org/
HOMER v4.9.1	(Heinz et al., 2010)	http://homer.ucsd.edu/homer/index.html
Java Treeview v1.1	(Saldanha, 2004)	https://sourceforge.net/projects/jtreeview/
Bedtools (Galaxy Version 2.26.0.0)	(Quinlan and Hall, 2010) .	https://bedtools.readthedocs.io/en/latest/
Trimmomatic v0.32	(Bolger et al., 2014)	http://www.usadellab.org/cms/index.php?page=trimmomatic
Wellington Method - pyDNase 0.2.4	(Piper et al., 2013)	https://pythonhosted.org/pyDNase/

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact Peter Cockerill ().

#### Material Availability

This study did not generate any unique reagents.

#### Data and Code Availability

The accession number for the data reported in this paper is GEO: GSE147268. The article also includes previously published datasets**:** TCF1 ChIP-Seq in thymocytes – GSE46662 (Dose et al., 2014), c-MAF ChIP-seq in Th17 cells - GEO: GSM1004799 (Ciofani et al., 2012), NFAT-CA-RIT-NFAT1, WT NFAT1, NFAT-CA-RIT-NFAT1 PI, WT NFAT1 PI in CD8 T cells - GEO: GSM1570758 (Martinez et al., 2015). IRF4 ChIP-seq in CD4 T cells and BATF in CD4 +IL-21 T cells GEO: GSE39756 (Li et al., 2012), JUNB ChIP-seq in CD4 T_B_ PI cells, H3K4me2 and H3K27ac ChIP-seq in CD4 T_B_ and T_B_ PI cells, and DNase I in CD4 T_B_ and CD4 T_B_ PI, GEO: GSE67443 (Bevington et al., 2016) and p65 ChIP-seq in Tconv cells stimulated with CD3/CD28 - GEO: GSE99319 (Oh et al., 2017).

### Experimental Model and Subject Details

#### Tg4 transgenic Mice

Tg4-H2^u^ mice expressing the αβ TCR (Vα4, Vβ8.2) of the MBP Ac1-9-specific hybridoma 1934.4, derived from an encephalitogenic T cell clone have been described previously (Liu et al., 1995). Tg4 mice have a skewed CD4^+^ T cell repertoire where over 90% of the CD4^+^ T cells are Vβ8^+^. Male and female mice aged between 6-12 weeks were used. Animals were housed under specific pathogen-free conditions, and experiments were performed in accordance with the UK Home Office Project License held by D.C.W. and approved by the University of Birmingham ethical review committee. T cells from the peripheral blood of Tg4 mice were phenotyped for CD4 and Vβ8 by flow cytometry.

#### Cells

Th1 effector cells were generated *in vitro* by culturing splenocytes, from which red blood cells were depleted, from Tg4 mice with 10 μg/ml MBP Ac1-9 [4K] and 5 ng/ml rmIL-12 (Peprotech) for 72 hours in complete RPMI. Cells were further expanded for 6-8 days in complete RPMI supplemented with 20 U/ml rhIL-2 (R&D) (Hill et al., 2013). Splenocytes from tolerized mice were also expanded *in vitro* before analysis by culturing for 5 days in complete RPMI with 10 μg/ml MBP Ac1-9 [4K] and 20 U/ml rhIL-2 (Anderson et al., 2005). Bone marrow-derived dendritic cells were generated from B10.PL mice (B10.PL-*H2*^*u*^ *H2-T18*^*a*^/(73NS) SnJ originally from the Jackson Laboratory) by culturing the non-adherent fraction of disaggregated bone marrow with 10 ng/ml rmGM-CSF (Miltenyi Biotec) in complete RPMI for 10-12 days (Inaba et al., 1992). BM-DC were routinely > 85% MHC-II^+^ as measured by flow cytometry.

### Method Details

#### Induction of tolerance by sub-cutaneous injection of peptides

For most of the tolerized T cell experiments described here (T_0_ and T_Ag_), tolerance was induced by administering 200 μL doses of the MBP Ac1-9[4Y] subcutaneously in the flank of un-anaesthetized mice every 3-4 days for 7 doses. The amount of peptide was increased until the maximum dose was reached and maintained, as defined in Figure 1C (0.08 μg, 0.8 μg, 8 μg, 80 μg peptide/0.2ml PBS). For N_0_, 200 μL of PBS was administered in the same dosing strategy. 2 hours prior to sacrifice a final dose of 200 μL of PBS (N_0_ and T_0_) or 200 μL of 400 μg/ml MBP Ac1-9 [4Y] (N_Ag_ and T_Ag_) was given. For T_0M,_ mice were sacrificed 3 weeks after the final dose.

#### Induction of tolerance by intra-nasal peptides

In Figures 6A–6G and S6, Tg4 mice were tolerized by intranasal administration of 10 doses of 80 μg MBP Ac1-9 [4Y]) at 3-4 day intervals (Gabrysová et al., 2009, Sundstedt et al., 2003).

#### CD4+ T cell Selection

For most experiments CD4^+^ T cells were purified using the MagniSort Mouse CD4 T cell Enrichment Kit (8804-6821-74) according to the manufacturer’s instructions. For the western blotting in Figure 6E and microscopy experiments Figures 6 and S6, CD4^+^ T cells were purified by magnetic separation (Miltenyi Isolation Kit II) according to the manufacturer’s instruction.

#### *In vitro* activation of T cells

For western blot analyses, CD4^+^ T cells were activated by incubating with 10 μg/ml biotinylated anti-CD3ε (clone 145-2C11, BD**)** and 10 μg/ml biotinylated anti-CD28 (clone 37.51, BD) for 30 minutes followed by crosslinking with 10 μg/ml streptavidin (Jackson Immunoresearch) at 37°C for the indicated times. For mRNA and DNase-Seq analyses, CD4+ T cells were re-suspended in complete RPMI with 20 ng/ml phorbol myristate acetate (PMA) and 2 μM Calcium Ionophore A23187 (CaI) (N_PI_ and T_PI_). For the mRNA time course cells were harvested at 30’, 60’, 120’, 240’ and 480’. For DNase-Seq and RNA-seq experiments cell were harvested at 120’.

#### Western blot analyses of protein expression

Proteins were extracted in 50 mM Tris, 120 mM NaCl, 1 mM EDTA with 1% IGEPAL CA-630 and protease and phosphatase inhibitor cocktails (Thermo) before SDS-PAGE and western blotting. The antibodies used in this study were anti-PKCθ clone 27/PKCθ (BD Bioscience), anti-PKCθ pT538 ployclonal (Cell Signaling Technologies #9377) , anti-c-Jun Rabbit monoclonal (Cell Signaling Technologies #9165), anti-c-fos Rabbit monoclonal (Cell Signaling Technologies #2250), anti-fosB Rabbit monoclonal (Cell Signaling Technologies #2251), anti-JunB Rabbit polyclonal (Santa Cruz Biotehnology #sc-46X) anti-JunD Rabbit polyclonal (Santa Cruz Biotehnology #sc-74X) and anti-beta-2-microglobulin (Abcam #AB75853).

#### Microscopy sample preparation

Before imaging, BM-DC were incubated with 1 μg/ml LPS (Sigma) for 16-18 hours, washed and then incubated for 2 hours with 1 μg/ml MBP Ac1-9[4Y]. DC-T cell couples for confocal microscopy were prepared by combining activated and peptide-loaded BM-DC and magnetically enriched CD4+ T cell at a ratio of 1:2 at 3x10^6^ cells/ml. Coupling was synchronized by brief centrifugation (75 *g*) in a round bottom plate and the cells were allowed to interact for 5 minutes at 37°C before the cells were gently transferred to pre-warmed glass slides and incubated for a further 5 minutes. Cells were fixed in 4% buffered PFA before immune-labeling. For TIRF-M imaging, glass coverslips (Mat-Tek II) were pre-coated with 2 μg/ml anti-CD3ε clone 145-2C11, BD**)** and 1 μg/ml anti-CD28 (clone 37.51, BD). CD4^+^ T cells were allowed to interact with the antibody coated surface for 8 minutes at 37°C before fixation and immune-labeling. Primary antibodies used were anti-PKCθ clone 27/PKCθ (BD Bioscience) at 2.5 μg/ml, anti-Zap70 clone D1C10E (Cell Signaling Technologies) at 2.5 μg/ml, anti-CD28 clone PV.1 (Abcam) at 1 μg/ml and anti-Cbl-b polyclonal H121 (Santa Cruz - discontinued) at 5 μg/ml. Secondary antibodies, goat anti-rabbit IgG-DyLight488, donkey anti-mouse IgG-Cy3 and goat anti-Armenian hamster-Cy2. (Jackson Immunoresearch) were used at 2.5 μg/ml.

#### Microscopy

Confocal laser scanning microscopy was performed on a DMI 6000 inverted epifluorescence microscope equipped with an SP5-AOBS confocal scanning system (Leica Microsystems). Total internal reflection fluorescence microscopy (TIRF-M) was performed on a DMI 6000 inverted epifluorescence microscope attached to an AM TIRF MC system (Leica). An estimated penetration depth of 100 nm was used. Multi-color imaging was performed using sequential laser scanning. Conjugates between APC and T cells were identified using the bright field channel without reference to fluorescence channels and laser power, gain, offset and averaging/additive functions were kept constant between samples which were to be compared. Image analysis was performed with Volocity 5 (Perkin Elmer). Analysis of synaptic protein enrichment in DC-T cell couples were performed by measuring the fluorescence intensity of the T cell membrane-proximal region at areas of the interface and distal from the interface. The enrichment of a protein at the interface was represented as the ratio if these values. In TIRF-M experiments, protein accumulation at the interface was assessed by measuring the relative fluorescence intensity within the cell footprint, defined by bright field images. Where indicated, the ratio of two fluorescence channels is presented in pseudo color using the ‘Ratio’ tool in Volocity 5.

#### mRNA isolation and quantitative PCR

Total RNA was isolated using PicoPure RNA Isolation Kit (KIT0204) according to the manufacturer’s instructions. RNA was reverse transcribed using Superscript IV reverse transcriptase (Thermo Fisher) according to the manufacturer’s protocol. qPCR was carried out using Applied Biosystems SYBR green master mix (Thermo Fisher). Primers used for qPCR are listed in Table S6.

#### RNA-seq library preparation

Ribosomal RNA was depleted using NEBNext rRNA depletion kit (E6310L) according to the manufacturer’s instructions. RNA-seq libraries were prepared from 30 ng RNA using the NEBNext Ultra II kit (E7760S) using the NEBNext oligonucleotides (E7335S) according to the manufacturer’s instructions. Samples were sequenced using the NextSeq® High Output kit v2.5 150 cycles (Illumina, 20024907).

#### DNase I hypersensitive site analysis

DNase I digestions were carried out as described previously (Bevington et al., 2016). In brief, cells were re-suspended at 1x10^7^ cells/ml in DNase I buffer (60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 100 mM Tris-HCl pH 7.4, 1 mM EGTA pH 7.4, 0.3 M sucrose, 0.2% NP40, 1 mM CaCl_2_ and DNase I). 1x10^6^ cells were digested for 3′ at 22°C before the reaction was terminated by the addition of SDS (final concentration 0.5%). Samples were treated with 0.5 mg/ml Proteinase K at 37°C overnight followed by 0.2 mg/ml RNase A for 1 hour. DNA was purified by phenol/chloroform extraction and fragments were separated by agarose gel electrophoresis. Small DNA fragments (50-250 bp) were extracted and purified (QIAGEN Minelute Gel extraction Kit) before library preparation.

#### Library preparation

DNase I libraries were prepared using the Kapa Hyper-Prep kit (KAPA Biosystems) according the manufacturer’s instructions. Libraries were amplified by PCR and fragments of 200-300bp were gel purified (QIAGEN Minelute Gel extraction Kit) before qPCR validation and quantification (KAPA Library Quantification Complete kit -ABI Prism®). Samples were pooled and sequenced using the NextSeq® 500/550 High Output kit v2 75 cycles (Illumina, FC 404-2005).

### Quantification and Statistical Analysis

#### RNA-seq Analysis

Paired-end reads were aligned to the mouse genome (version mm9, build 37) using TopHat (version 2.1.1) (Kim et al., 2013, Kim and Salzberg, 2011, Langmead et al., 2009, Trapnell et al., 2009). Transcript counts were calculated with HTSeq-count (version 0.9.1) (Anders et al., 2015) using gene models from Ensembl as reference. Differential gene expression analysis was carried out using the DESeq2 (version 1.18) (Love et al., 2014) and EdgeR (version 3.24) (McCarthy et al., 2012, Robinson et al., 2010) packages in R (version 3.4.3). Only genes that could be reproducibly identified as statistically significant by both DESeq2 (FDR < 0.05) and EdgeR (p < 0.05) were retained for further analysis. This was done to reduce the number of false positive results and ensure that the gene sets used in downstream analyses were robust. Genes that had a fold-change of at least 2 (as calculated by DESeq2) were deemed to be differentially expressed. PCA and heatmap plots were generated using ggplot in R.

#### Definition of gene expression groups

The 460 T_0_ and 80 N_0_ specific gene mRNAs were defined as 2-fold upregulated between T_0_ and N_0_ and N_0_ and T_0_ respectively with a minimum read count of 50. The 138 T_Ag_ and 226 N_Ag_ specific genes were defined as 2 fold upregulated between T_Ag_ and N_Ag_ and N_Ag_ and T_Ag_ respectively with a minimum read count and 50. In addition these genes were filtered to only include genes which were 2 fold upregulated when T_0_ or N_0_ were stimulated with Ag.

#### DNase-Seq - alignment, coverage and peak detection

Raw sequencing reads were aligned to mm9 using *bowtie2* (Galaxy Version 2.3.2.2) (Langmead and Salzberg, 2012) with the preset –very-sensitive-local. Coverage files were generated using MACs version 1.4.2 using –g mm –keep-dup auto –w -S as parameters (Zhang et al., 2008).

#### Normalization of DNase-Seq datasets

The BAM files from the duplicate samples of N_0_, T_0_, N_Ag_ and T_Ag_ were merged using BamTools (Galaxy Version 0.0.2). A master set of peaks were determined using MACS2 callpeak (Galaxy Version 2.1.1). 69743 summits were identified across all samples. The sequence tags ± 200bp from the peak summit were counted for the 69743 peaks for each individual sample using the annotatePeaks function of the HOMER package (Heinz et al., 2010). The samples were normalized using a correction factor based on the median of the top 25,000 peaks for each sample. Correction factors were then used to normalize genome browser scales, average sequence tag density plots and contrast levels in heatmaps.

#### Unions of DNase-Seq data

For each sample the sequence tags were counted ± 200bp for the 69743 peaks and the significant peaks were determined using a cut off which excluded background and insignificant peaks. Two samples were compared by merging the peaks using the sort and merge function of the bedtools package (Quinlan and Hall, 2010)to give a union which included common and unique peaks. For the unions between T_0_ and N_0_ peaks were further filtered to eliminate sine elements. The sequence tags were counted ± 200bp from the summits of the peaks in the union, normalized using the correction factor and the fold change difference was calculated between the 2 samples. The data were visualized as sequence tag density profiles ordered according to the fold change difference in sequence tag density of one sample compared to the other.

#### Sequence tag density profiles

Sequence tag density profiles were generated using the annotatePeaks function of the HOMER package using -hist 10 -ghist -size 2000 as parameters. Images were generated using Java Treeview v1.1 (Saldanha, 2004).

#### Average sequence tag density plots

Average sequence tag density plots ± 1 kb around the DHS summit were generated using the annotatePeaks function of the HOMER package using -hist 10 -size 2000 as parameters.

#### Differential peak analysis using DESeq2

Only peaks which were present in both samples for each condition were used in analyses. Reads were counted using featurecounts and DESeq2 (Galaxy version 2.11.40.6) was used to determine differential peaks between 2 conditions. Only regions with p < 0.05 were included.

#### RNA fold change heatmaps

Peaks were assigned to the closest gene within 100 kb of the transcription start site (TSS) using the annotatePeaks.pl function in Homer v4.9.1 (Heinz et al., 2010). The fold-change values for these genes were then plotted as a heatmap using Java TreeView v1.1 (Saldanha, 2004).

#### Distance analyses

The distance between the DHSs and the TSSs of upregulated genes was calculated using the BEDTools closestBed function (Galaxy Version 2.26.0.0). Genes were grouped according to distance from the DHSs to the TSSs of the genes in intervals.

#### Motif discovery

*De novo* motif analysis was performed using the findMotifsGenome.pl function of the HOMER package. Motifs were identified ± 100 bp from the peak summit.

#### Footprinting analysis

Raw sequencing data from high-depth DNase-Seq experiments were processed to remove low-quality reads and sequencing adaptors with Trimmomatic v0.32 (Bolger et al., 2014). The processed reads were then aligned to the mouse genome (version mm9) with Bowtie2 v2.2.3 (Langmead and Salzberg, 2012) using the option–very-sensitive-local. Footprints were identified using the Wellington method implemented in pyDNase 0.2.4 (Piper et al., 2013). DNase I cut profiles were calculated using the in-built functions in pyDNase.

## References

[bib1] Anders S., Pyl P.T., Huber W. (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[bib2] Anderson P.O., Sundstedt A., Yazici Z., Minaee S., O’Neill E.J., Woolf R., Nicolson K., Whitley N., Li L., Li S. (2005). IL-2 overcomes the unresponsiveness but fails to reverse the regulatory function of antigen-induced T regulatory cells. J. Immunol..

[bib3] Anderson A.C., Joller N., Kuchroo V.K. (2016). Lag-3, Tim-3, and TIGIT: Co-inhibitory Receptors with Specialized Functions in Immune Regulation. Immunity.

[bib4] Bachmaier K., Krawczyk C., Kozieradzki I., Kong Y.Y., Sasaki T., Oliveira-dos-Santos A., Mariathasan S., Bouchard D., Wakeham A., Itie A. (2000). Negative regulation of lymphocyte activation and autoimmunity by the molecular adaptor Cbl-b. Nature.

[bib5] Bevington S.L., Cauchy P., Piper J., Bertrand E., Lalli N., Jarvis R.C., Gilding L.N., Ott S., Bonifer C., Cockerill P.N. (2016). Inducible chromatin priming is associated with the establishment of immunological memory in T cells. EMBO J..

[bib6] Bevington S.L., Cauchy P., Cockerill P.N. (2017). Chromatin priming elements establish immunological memory in T cells without activating transcription: T cell memory is maintained by DNA elements which stably prime inducible genes without activating steady state transcription. BioEssays.

[bib7] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[bib8] Brignall R., Cauchy P., Bevington S.L., Gorman B., Pisco A.O., Bagnall J., Boddington C., Rowe W., England H., Rich K. (2017). Integration of Kinase and Calcium Signaling at the Level of Chromatin Underlies Inducible Gene Activation in T Cells. J. Immunol..

[bib9] Burkhart C., Liu G.Y., Anderton S.M., Metzler B., Wraith D.C. (1999). Peptide-induced T cell regulation of experimental autoimmune encephalomyelitis: a role for IL-10. Int. Immunol..

[bib10] Burton B.R., Britton G.J., Fang H., Verhagen J., Smithers B., Sabatos-Peyton C.A., Carney L.J., Gough J., Strobel S., Wraith D.C. (2014). Sequential transcriptional changes dictate safe and effective antigen-specific immunotherapy. Nat. Commun..

[bib11] Chataway J., Martin K., Barrell K., Sharrack B., Stolt P., Wraith D.C., ATX-MS1467 Study Group (2018). Effects of ATX-MS-1467 immunotherapy over 16 weeks in relapsing multiple sclerosis. Neurology.

[bib12] Chen L., Flies D.B. (2013). Molecular mechanisms of T cell co-stimulation and co-inhibition. Nat. Rev. Immunol..

[bib13] Chen L., Glover J.N., Hogan P.G., Rao A., Harrison S.C. (1998). Structure of the DNA-binding domains from NFAT, Fos and Jun bound specifically to DNA. Nature.

[bib14] Chen Z., Ji Z., Ngiow S.F., Manne S., Cai Z., Huang A.C., Johnson J., Staupe R.P., Bengsch B., Xu C. (2019). TCF-1-Centered Transcriptional Network Drives an Effector versus Exhausted CD8 T Cell-Fate Decision. Immunity.

[bib15] Chihara N., Madi A., Kondo T., Zhang H., Acharya N., Singer M., Nyman J., Marjanovic N.D., Kowalczyk M.S., Wang C. (2018). Induction and transcriptional regulation of the co-inhibitory gene module in T cells. Nature.

[bib16] Ciofani M., Madar A., Galan C., Sellars M., Mace K., Pauli F., Agarwal A., Huang W., Parkhurst C.N., Muratet M. (2012). A validated regulatory network for Th17 cell specification. Cell.

[bib17] Clemente-Casares X., Blanco J., Ambalavanan P., Yamanouchi J., Singha S., Fandos C., Tsai S., Wang J., Garabatos N., Izquierdo C. (2016). Expanding antigen-specific regulatory networks to treat autoimmunity. Nature.

[bib18] Cretney E., Leung P.S., Trezise S., Newman D.M., Rankin L.C., Teh C.E., Putoczki T.L., Gray D.H., Belz G.T., Mielke L.A. (2018). Characterization of Blimp-1 function in effector regulatory T cells. J. Autoimmun..

[bib19] Dose M., Emmanuel A.O., Chaumeil J., Zhang J., Sun T., Germar K., Aghajani K., Davis E.M., Keerthivasan S., Bredemeyer A.L. (2014). β-Catenin induces T-cell transformation by promoting genomic instability. Proc. Natl. Acad. Sci. USA.

[bib20] Fang D., Liu Y.C. (2001). Proteolysis-independent regulation of PI3K by Cbl-b-mediated ubiquitination in T cells. Nat. Immunol..

[bib21] Fujiwara M., Anstadt E.J., Clark R.B. (2017). Cbl-b Deficiency Mediates Resistance to Programmed Death-Ligand 1/Programmed Death-1 Regulation. Front. Immunol..

[bib22] Gabrysová L., Nicolson K.S., Streeter H.B., Verhagen J., Sabatos-Peyton C.A., Morgan D.J., Wraith D.C. (2009). Negative feedback control of the autoimmune response through antigen-induced differentiation of IL-10-secreting Th1 cells. J. Exp. Med..

[bib23] Gabryšová L., Alvarez-Martinez M., Luisier R., Cox L.S., Sodenkamp J., Hosking C., Pérez-Mazliah D., Whicher C., Kannan Y., Potempa K. (2018). c-Maf controls immune responses by regulating disease-specific gene networks and repressing IL-2 in CD4^+^ T cells. Nat. Immunol..

[bib24] Giordano M., Henin C., Maurizio J., Imbratta C., Bourdely P., Buferne M., Baitsch L., Vanhille L., Sieweke M.H., Speiser D.E. (2015). Molecular profiling of CD8 T cells in autochthonous melanoma identifies Maf as driver of exhaustion. EMBO J..

[bib25] Glasmacher E., Agrawal S., Chang A.B., Murphy T.L., Zeng W., Vander Lugt B., Khan A.A., Ciofani M., Spooner C.J., Rutz S. (2012). A genomic regulatory element that directs assembly and function of immune-specific AP-1-IRF complexes. Science.

[bib26] Heinz S., Benner C., Spann N., Bertolino E., Lin Y.C., Laslo P., Cheng J.X., Murre C., Singh H., Glass C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[bib27] Heissmeyer V., Macián F., Im S.H., Varma R., Feske S., Venuprasad K., Gu H., Liu Y.C., Dustin M.L., Rao A. (2004). Calcineurin imposes T cell unresponsiveness through targeted proteolysis of signaling proteins. Nat. Immunol..

[bib28] Hill E.V., Oakley C.M., Ng T.H.S., Burton B.R., Wraith D.C. (2013). Glycogen synthase kinase-3 regulates IL-10 production in Th1 cells. Immunology.

[bib29] Inaba K., Inaba M., Romani N., Aya H., Deguchi M., Ikehara S., Muramatsu S., Steinman R.M. (1992). Generation of large numbers of dendritic cells from mouse bone marrow cultures supplemented with granulocyte/macrophage colony-stimulating factor. J. Exp. Med..

[bib30] Jeon M.S., Atfield A., Venuprasad K., Krawczyk C., Sarao R., Elly C., Yang C., Arya S., Bachmaier K., Su L. (2004). Essential role of the E3 ubiquitin ligase Cbl-b in T cell anergy induction. Immunity.

[bib31] Johnson B.V., Bert A.G., Ryan G.R., Condina A., Cockerill P.N. (2004). Granulocyte-macrophage colony-stimulating factor enhancer activation requires cooperation between NFAT and AP-1 elements and is associated with extensive nucleosome reorganization. Mol. Cell. Biol..

[bib32] Karwacz K., Miraldi E.R., Pokrovskii M., Madi A., Yosef N., Wortman I., Chen X., Watters A., Carriero N., Awasthi A. (2017). Critical role of IRF1 and BATF in forming chromatin landscape during type 1 regulatory cell differentiation. Nat. Immunol..

[bib33] Kataoka K., Noda M., Nishizawa M. (1994). Maf nuclear oncoprotein recognizes sequences related to an AP-1 site and forms heterodimers with both Fos and Jun. Mol. Cell. Biol..

[bib34] Kim D., Salzberg S.L. (2011). TopHat-Fusion: an algorithm for discovery of novel fusion transcripts. Genome Biol..

[bib35] Kim D., Pertea G., Trapnell C., Pimentel H., Kelley R., Salzberg S.L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[bib36] Kröger A. (2017). IRFs as competing pioneers in T-cell differentiation. Cell. Mol. Immunol..

[bib37] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[bib38] Langmead B., Trapnell C., Pop M., Salzberg S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[bib39] Li D., Gál I., Vermes C., Alegre M.L., Chong A.S., Chen L., Shao Q., Adarichev V., Xu X., Koreny T. (2004). Cutting edge: Cbl-b: one of the key molecules tuning CD28- and CTLA-4-mediated T cell costimulation. J. Immunol..

[bib40] Li P., Spolski R., Liao W., Wang L., Murphy T.L., Murphy K.M., Leonard W.J. (2012). BATF-JUN is critical for IRF4-mediated transcription in T cells. Nature.

[bib41] Li X., Gong L., Gu H. (2019). Regulation of immune system development and function by Cbl-mediated ubiquitination. Immunol. Rev..

[bib42] Liu G.Y., Fairchild P.J., Smith R.M., Prowle J.R., Kioussis D., Wraith D.C. (1995). Low avidity recognition of self-antigen by T cells permits escape from central tolerance. Immunity.

[bib43] Liu X., Wang Y., Lu H., Li J., Yan X., Xiao M., Hao J., Alekseev A., Khong H., Chen T. (2019). Genome-wide analysis identifies NR4A1 as a key mediator of T cell dysfunction. Nature.

[bib44] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[bib45] Macián F., García-Cózar F., Im S.H., Horton H.F., Byrne M.C., Rao A. (2002). Transcriptional mechanisms underlying lymphocyte tolerance. Cell.

[bib46] Man K., Gabriel S.S., Liao Y., Gloury R., Preston S., Henstridge D.C., Pellegrini M., Zehn D., Berberich-Siebelt F., Febbraio M.A. (2017). Transcription Factor IRF4 Promotes CD8+ T Cell Exhaustion and Limits the Development of Memory-like T Cells during Chronic Infection. Immunity.

[bib47] Martinez G.J., Pereira R.M., Äijö T., Kim E.Y., Marangoni F., Pipkin M.E., Togher S., Heissmeyer V., Zhang Y.C., Crotty S. (2015). The transcription factor NFAT promotes exhaustion of activated CD8^+^ T cells. Immunity.

[bib48] Mayo L., Cunha A.P., Madi A., Beynon V., Yang Z., Alvarez J.I., Prat A., Sobel R.A., Kobzik L., Lassmann H. (2016). IL-10-dependent Tr1 cells attenuate astrocyte activation and ameliorate chronic central nervous system inflammation. Brain.

[bib49] McCarthy D.J., Chen Y., Smyth G.K. (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res..

[bib50] Meixner A., Karreth F., Kenner L., Wagner E.F. (2004). JunD regulates lymphocyte proliferation and T helper cell cytokine expression. EMBO J..

[bib51] Mognol G.P., Spreafico R., Wong V., Scott-Browne J.P., Togher S., Hoffmann A., Hogan P.G., Rao A., Trifari S. (2017). Exhaustion-associated regulatory regions in CD8^+^ tumor-infiltrating T cells. Proc. Natl. Acad. Sci. USA.

[bib52] O’Garra A., Vieira P. (2007). T(H)1 cells control themselves by producing interleukin-10. Nat. Rev. Immunol..

[bib53] Oh H., Grinberg-Bleyer Y., Liao W., Maloney D., Wang P., Wu Z., Wang J., Bhatt D.M., Heise N., Schmid R.M. (2017). An NF-κB Transcription-Factor-Dependent Lineage-Specific Transcriptional Program Promotes Regulatory T Cell Identity and Function. Immunity.

[bib54] O’Neill E.J., Day M.J., Wraith D.C. (2006). IL-10 is essential for disease protection following intranasal peptide administration in the C57BL/6 model of EAE. J. Neuroimmunol..

[bib55] Pearce S.H.S., Dayan C., Wraith D.C., Barrell K., Olive N., Jansson L., Walker-Smith T., Carnegie C., Martin K.F., Boelaert K. (2019). Antigen-Specific Immunotherapy with Thyrotropin Receptor Peptides in Graves’ Hyperthyroidism: A Phase I Study. Thyroid.

[bib56] Piper J., Elze M.C., Cauchy P., Cockerill P.N., Bonifer C., Ott S. (2013). Wellington: a novel method for the accurate identification of digital genomic footprints from DNase-seq data. Nucleic Acids Res..

[bib57] Pot C., Jin H., Awasthi A., Liu S.M., Lai C.Y., Madan R., Sharpe A.H., Karp C.L., Miaw S.C., Ho I.C., Kuchroo V.K. (2009). Cutting edge: IL-27 induces the transcription factor c-Maf, cytokine IL-21, and the costimulatory receptor ICOS that coordinately act together to promote differentiation of IL-10-producing Tr1 cells. J. Immunol..

[bib58] Qiao G., Zhao Y., Li Z., Tang P.Q., Langdon W.Y., Yang T., Zhang J. (2013). T cell activation threshold regulated by E3 ubiquitin ligase Cbl-b determines fate of inducible regulatory T cells. J. Immunol..

[bib59] Quinlan A.R., Hall I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[bib60] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib61] Roncarolo M.G., Gregori S., Bacchetta R., Battaglia M. (2014). Tr1 cells and the counter-regulation of immunity: natural mechanisms and therapeutic applications. Curr. Top. Microbiol. Immunol..

[bib62] Sabatos-Peyton C.A., Verhagen J., Wraith D.C. (2010). Antigen-specific immunotherapy of autoimmune and allergic diseases. Curr. Opin. Immunol..

[bib63] Saldanha A.J. (2004). Java Treeview—extensible visualization of microarray data. Bioinformatics.

[bib64] Schwartz R.H. (2003). T cell anergy. Annu. Rev. Immunol..

[bib65] Sen D.R., Kaminski J., Barnitz R.A., Kurachi M., Gerdemann U., Yates K.B., Tsao H.W., Godec J., LaFleur M.W., Brown F.D. (2016). The epigenetic landscape of T cell exhaustion. Science.

[bib66] Shimizu K., Sugiura D., Okazaki I.-M., Maruhashi T., Takegami Y., Cheng C., Ozaki S., Okazaki T. (2020). PD-1 Imposes Qualitative Control of Cellular Transcriptomes in Response to T Cell Activation. Mol. Cell.

[bib67] Singer M., Wang C., Cong L., Marjanovic N.D., Kowalczyk M.S., Zhang H., Nyman J., Sakuishi K., Kurtulus S., Gennert D. (2016). A Distinct Gene Module for Dysfunction Uncoupled from Activation in Tumor-Infiltrating T Cells. Cell.

[bib68] Stephen T.L., Payne K.K., Chaurio R.A., Allegrezza M.J., Zhu H., Perez-Sanz J., Perales-Puchalt A., Nguyen J.M., Vara-Ailor A.E., Eruslanov E.B. (2017). SATB1 Expression Governs Epigenetic Repression of PD-1 in Tumor-Reactive T Cells. Immunity.

[bib69] Sundstedt A., O’Neill E.J., Nicolson K.S., Wraith D.C. (2003). Role for IL-10 in suppression mediated by peptide-induced regulatory T cells in vivo. J. Immunol..

[bib70] Tang R., Langdon W.Y., Zhang J. (2019). Regulation of immune responses by E3 ubiquitin ligase Cbl-b. Cell. Immunol..

[bib71] Trapnell C., Pachter L., Salzberg S.L. (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[bib72] Trinchieri G. (2007). Interleukin-10 production by effector T cells: Th1 cells show self control. J. Exp. Med..

[bib73] Wherry E.J., Kurachi M. (2015). Molecular and cellular insights into T cell exhaustion. Nat. Rev. Immunol..

[bib74] Wherry E.J., Ha S.J., Kaech S.M., Haining W.N., Sarkar S., Kalia V., Subramaniam S., Blattman J.N., Barber D.L., Ahmed R. (2007). Molecular signature of CD8+ T cell exhaustion during chronic viral infection. Immunity.

[bib75] Wraith D. (2016). Autoimmunity: Antigen-specific immunotherapy. Nature.

[bib76] Xu J., Yang Y., Qiu G., Lal G., Wu Z., Levy D.E., Ochando J.C., Bromberg J.S., Ding Y. (2009). c-Maf regulates IL-10 expression during Th17 polarization. J. Immunol..

[bib77] Yukawa M., Jagannathan S., Vallabh S., Kartashov A.V., Chen X., Weirauch M.T., Barski A. (2020). AP-1 activity induced by co-stimulation is required for chromatin opening during T cell activation. J. Exp. Med..

[bib78] Zhang J., Bárdos T., Li D., Gál I., Vermes C., Xu J., Mikecz K., Finnegan A., Lipkowitz S., Glant T.T. (2002). Cutting edge: regulation of T cell activation threshold by CD28 costimulation through targeting Cbl-b for ubiquitination. J. Immunol..

[bib79] Zhang Y., Liu T., Meyer C.A., Eeckhoute J., Johnson D.S., Bernstein B.E., Nusbaum C., Myers R.M., Brown M., Li W., Liu X.S. (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[bib80] Zhu C., Sakuishi K., Xiao S., Sun Z., Zaghouani S., Gu G., Wang C., Tan D.J., Wu C., Rangachari M. (2015). An IL-27/NFIL3 signalling axis drives Tim-3 and IL-10 expression and T-cell dysfunction. Nat. Commun..

[bib81] Zhu L., Kong Y., Zhang J., Claxton D.F., Ehmann W.C., Rybka W.B., Palmisiano N.D., Wang M., Jia B., Bayerl M. (2017). Blimp-1 impairs T cell function via upregulation of TIGIT and PD-1 in patients with acute myeloid leukemia. J. Hematol. Oncol..

How the deposited data were processed for this re-analysis (not part of the article)

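RNA-seq was measured in 18 libraries of CD4+ T cells enriched from the spleens of naive and tolerized Tg4 mice, at rest, 2 h after a final injection of peptide Ag and after 2 h of PI treatment in culture, with 3 biological replicates in each of 6 groups. The authors aligned the paired-end reads to the mouse genome with TopHat, counted them per Ensembl gene with HTSeq-count and deposited the raw counts of each library without normalization. The mode in which overlapping genes and the strand were handled is not stated. Gene symbols, positions and overlaps were taken from an annotation of the same genome build (NCBIM37), by Ensembl identifier, for 37205 of the 37991 genes. Total counts had a median of 12268935 per library.

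The counts were analyzed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes with an average normalized count of at least 3 in at least 1 group were tested. Libraries were scaled by TMM, a negative binomial model with a mean for each of the 6 groups was fitted to all libraries, and contrasts were tested with edgeR's robust quasi-likelihood F test. Every adjusted p of a gene is a Benjamini-Hochberg value from this edgeR test over the tested genes, unless another test is named. Genes were called at an adjusted p under 0.05, a fold change of at least 2 and an average normalized count above 50 in the higher group. These limits follow the paper. For single named genes in alternative or left-out fits, called means an adjusted p under 0.05 alone. Differences between the responses of both cell states were tested as interaction contrasts. Log2 fold changes are those of the edgeR model and are given with their standard errors, and normalized counts as means with SDs. With 3 replicates per group the smallest counts limit the precision most. Folds between 2 groups are given as lower bounds where the lower group has no more than 3 counts in any library. Differences in response are given as estimated even then, and are uncertain for such genes.

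Principal components were computed from DESeq2's variance-stabilized values. Gene lists from the supplementary files were compared with 10000 random lists matched on mean expression in 20 bins. Distances to tDHSs were compared with Fisher's exact test. Peak lists of the supplementary files were used as far as they were at hand, with 739 tDHSs and the peaks of chromosome 1. The DNase-seq, ChIP-seq and time course data were not analysed here.

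Genes are named by a rule set before the counts were examined. It covers every gene that the paper names beside its RNA-seq data, the AP-1, NR4A and Cbl-b genes it discusses, listed marker genes of other cell types, and the 3 largest rises and falls among called genes without overlap between replicates in T_0_:N_0_ and T_Ag_:N_Ag_. Genes outside this rule are marked where they appear.

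The counts of called genes, and the counts and shares of inducible genes drawn from them, were recomputed with DESeq2, with the paper's combination of both tests, with DESeq2's size factors in edgeR, without the filter on low counts, without the minimum average count, with only the groups compared, with the replicate number as a block, with marker scores of erythroid and myeloid cells as covariates, and with each library left out in turn. For the log2 fold changes of named genes the same was done except for the combined tests and the minimum average count. The Tr1 and TIL list was recomputed with DESeq2, the block, the marker scores and left-out libraries. For the medians near DHSs, the distance, the minimum count, the size factors and left-out libraries were varied, for the number of tested genes the size factors and left-out libraries, and for principal components the transformation and the number of genes. The libraries carry replicate numbers 1 to 3 in each group, and the paper does not say whether equal numbers belong together. The scripts were tested on simulated data with 100 genes changed by a log2 fold change of 2 in each comparison. With edgeR, 100 of these genes were recovered in T_0_:N_0_, 97 in T_Ag_:N_Ag_ and 96 in the interaction, with 1 false call in each among 16403 unchanged genes.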

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

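The groups, the model and the alternatives, including the marker scores as covariates but not the covariate for Y-linked reads, were set before the data were examined. The use of marker scores as a test of an explanation, the share of the 10 highest genes, and the tests with the sex of the mice other than that on the neutrophil genes, with Foxp3, of libraries with reads of both sexes and over other splits of the libraries, were chosen only after the results were seen.

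The response to Ag differed between tolerized and naive cells by a test of the difference itself. The ratio of Ag to rest was higher in tolerized cells for 390 genes and lower for 361. Genes that Ag lowers are included, so that a smaller fall counts as a higher ratio. The balance between the directions depends on the scaling, with 328 and 386 genes under DESeq2's size factors and 338 and 422 with DESeq2. It also turned without 1 N_Ag_ library (341 and 347). At an adjusted p under 0.05 alone it was 2511 and 1223. Among the genes that the paper names, the log2 difference was −0.83 for *Tnf*, −3.57 for *Cd40lg*, −1.40 for *Nr4a3*, −1.62 for *Nfkb1*, −1.23 for *Ctla4*, −1.28 for *Pdcd1*, 2.64 for *Dusp6*, 1.41 for *Maf* and 1.013 for *Jun*. With a library left out, *Tnf* was not significant in 5 of 12 fits and *Maf* in 8 of 12, and under the 7 alternatives in 3 and 5. For *Jun*, the mean normalized count fell from 2143 in N_0 to 1233 in N_Ag, and was 2400.5 in T_0 and 2788.5 in T_Ag. *Jun* shares 232 bp with *BC042782* on the opposite strand. Of the 751 genes, 656 were called again after all libraries were thinned to the total of the smallest, 10758571 counts. Of 702 with known GC content and length, 610 were called again after the trend with GC content and gene length was removed. With the Y-linked reads as a covariate 660 were called again. Depth, GC content and length, and sex each leave most of the differences in place. With marker scores of other cells as covariates 645 were called again among 719 calls, but shuffles of the scores gave between 667 and 846 calls (median 739.5), 6 of 20 as few. The scores did no more than shuffled ones, and this test leaves open whether RNA from other cells takes part in the differences.

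Regrouping the libraries bears on these counts as follows. Exchanging libraries between cell states within a stimulation, while parting all same-numbered pairs, gives 32 splits. Of these, 6 gave at least as many genes with a weaker response and 6 at least as many with a stronger one, all among the 8 splits that leave T_Ag_ and N_Ag_ whole. Exchanging the whole resting groups gave 993 genes, since the difference between the responses then becomes a sum. The 24 splits that mix T_Ag_ and N_Ag_ gave at most 355. The 8 splits keep the difference between T_Ag_ and N_Ag_ in the contrast, so they do not show what chance alone gives, and the count over all 32 does not settle whether grouping by chance accounts for the differences in response.

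A signal of cells other than T cells appeared among genes that the paper does not discuss. In T_0_ against N_0_, the median log2 fold change was 4.24 for 13 neutrophil genes, 3.08 for 14 erythroid genes and 4.80 for 7 eosinophil and basophil genes, each above all of 10000 random lists. In T_Ag_ against N_Ag_ these medians were 3.44, 1.56 and 3.63, again above all random lists. Of the 14 erythroid genes, 6 in T_0_ and 5 in T_Ag_ were higher at an adjusted p under 0.05, and 0 were lower. After Ag the erythroid scores overlapped, from −0.05 to 2.95 in T_Ag_ and from −0.69 to 1.01 in N_Ag_. For 9 macrophage genes the median was −1.74 in T_0_ against N_0_ and −3.87 in T_Ag_ against N_Ag_, both below all of the random lists. For 6 B cell genes it was 0.66 (percentile 99.64) and −0.42 (percentile 1.01), and for 8 T cell genes −0.08 (percentile 81.77) and 0.50 (percentile 99.9). RNA from other cells is a candidate explanation. Within groups, the 13 neutrophil genes rose and fell together, with a mean correlation of 0.395 that lay at percentile 100 of random lists (highest 0.221). Expression by the tolerized T cells themselves was tested by the correlation of the neutrophil score with a T cell score within groups, which was 0.279 (12 libraries, permutation p = 0.358) and leaves this open. Sex does not account for the signal, since 13 of the 13 neutrophil genes were still called with the Y-linked reads as a covariate. Neutrophil genes fell after PI in culture (median log2 fold change −4.41 in T_PI_ against T_0_).

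How far RNA from other cells reaches into the calls was tested in more than one way. With marker scores as covariates, 18 genes were higher in T_0_ than N_0_, but 4 of 20 shuffles of the scores within groups gave as few (between 10 and 295, median 36). In T_Ag_ against N_Ag_ 375 genes were higher, and again 4 of 20 shuffles gave as few (between 313 and 785). Shuffled scores also removed calls in most cases, and the loss of calls is not shown to come from RNA of other cells. The genes called higher did follow the myeloid score within groups. Their median correlation was 0.502 for T_0_ and 0.483 for T_Ag_, at percentile 100 of random lists in both. RNA from other cells may therefore contribute to the genes called higher in tolerized cells.

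Other explanations for the genes higher in T_0_ (450) and in T_Ag_ (622) were tested on the same genes. With the Y-linked reads as a covariate 314 and 579 of them were still called, and after thinning 395 and 531. With the GC and length trend removed 428 of 435 and 483 of 603 were still called. A few genes taking most of the counts is not a good account, since the 10 highest genes held at most 6.128% of the counts of a library in N_0_ and T_0_ and 5.513% in N_Ag_ and T_Ag_. Most of the 31-base words of 14 and 24 of these genes are shared with another gene, so that reads could be split between paralogs. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many higher and as many lower genes in each comparison, and the others gave at most 1 gene. The 6 splits that leave a same-numbered pair together gave at most 21. So few splits cannot give a share under 0.05. As a whole, the genes higher in tolerized cells cannot be told apart from RNA of other cells by these tests. Single genes can differ from this, since with marker scores as covariates 14 of the 450 and 290 of the 622 were still called. In T_Ag_ against N_Ag_, *Il10*, *Maf*, *Lag3*, *Dusp6*, *Nfil3*, *Tigit* and *Il21* were still higher, and RNA that follows these scores does not fully explain them.

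More than 100 reads of Y-linked genes were counted in 9 of the 18 libraries. The paper says that mice of both sexes were used, which accounts for such reads, but not which libraries came from which. These libraries had at least 5111 and the others at most 18, while *Xist* had at least 18647 in the others. The closest library was of the same group for 18 of 18 libraries, so swapped labels are not a good account. No library (0 of 18) had both *Xist* and Y-linked reads above 100, so a mixture of sexes within a library was not seen. Sex was not part of the design, and no biological explanation was tested.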

How the results depend on the processing

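The covariate for Y-linked reads was chosen only after the data had been seen, as were the counts over other splits of the libraries. Below, counts of called genes need an adjusted p under 0.05, a fold change of at least 2 and, unless stated, an average above 50. Named genes and the Tr1 and TIL list are judged at an adjusted p under 0.05 alone. For changes with the processing the cause was not tested.

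Without a minimum average count, genes higher in T_0_ rose from 450 to 863 and lower from 111 to 192, genes higher in T_Ag_ from 622 to 1126 and lower from 353 to 722, 10-fold genes from 276 to 560 and N_Ag_-specific genes from 244 to 475. With erythroid and myeloid marker scores as covariates, 18 genes were higher and 12 lower in T_0_, 375 were higher in T_Ag_, 163 had a 10-fold ratio, 88 were T_Ag_-specific, and 2 genes of the Tr1 and TIL list were higher, against 64. With the Y-linked reads as a covariate, 40 genes of that list were higher. PC1 held 50.55% with 1000 genes and 40.02% with all tested genes. The median of genes near T_Ag_-specific iDHSs on chromosome 1 was 0.2244 within 50 kb and 0.2204 for averages of at least 50, no longer past the limit of random lists.

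The counts of called genes stayed within 1.5 times of those reported with DESeq2, the combined rule and DESeq2's size factors. They also did without the filter on low counts and in a fit of only the groups compared. However, DESeq2, the combined rule and DESeq2's size factors changed the reported balance of the Ag to rest ratios. With these, more genes had a lower than a higher ratio in tolerized cells. With each library left out in turn, 335 to 566 genes were higher and 89 to 158 lower in T_0_, and 532 to 784 higher and 335 to 388 lower in T_Ag_. The share of N_Ag_-specific genes lower in T_PI_ ranged from 3.636% to 7.087% and the chromosome 1 iDHS median from 0.04422 to 0.5476, with 1 of 15 and 2 of 6 fits changed.

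With the replicate block, 452 genes were higher and 108 lower in T_0_ (450 and 111 without), and 618 higher and 349 lower in T_Ag_ (622 and 353). Same-numbered libraries of different groups did not deviate together overall (mean correlation −0.02934, against 0.01413 for other numbers), with 0.09346 for T_0_ and N_0_, 0.008523 for T_Ag_ and N_Ag_ and −0.2227 for T_Ag_ and T_0_.

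Of 135 log2 fold changes of named genes, 40 changed with marker scores (36 weaker, 4 reversed), 15 with only the groups compared (7 weaker, 8 stronger), 10 with the Y-linked reads (6 weaker, 1 stronger, 3 reversed), 6 with DESeq2 (all stronger), 3 without the filter (all weaker), 2 with the block (1 weaker, 1 stronger) and 0 with DESeq2's size factors. Of 930 values with a library left out, 57 changed (31 weaker, 8 stronger, 18 reversed). Reversed with marker scores were *Greb1* in T_0_:N_0_ (0.181), *Junb* in T_Ag_:N_Ag_ (0.028), *Maf* in N_PI_:N_0_ (0.18) and *Lag3* in N_PI_:N_Ag_ (0.132). Reversed with the Y-linked reads were the Ag response of *Il10* (0.053), *Maf* in N_PI_:N_0_ (0.11) and *Lag3* in N_PI_:N_Ag_ (0.098). With a library left out, *Fos* in T_Ag_:N_Ag_ ranged from −0.47 to 0.159, *Fosb* from −0.808 to 0.475, the Ag response of *Havcr2* from −1.014 to 0.638, of *Il10* from −0.685 to 0.508 and of *Il21* from −0.176 to 1.214, *Csf2* in T_PI_:N_PI_ from −0.331 to 0.06, *Ccl1* from −0.507 to 0.317, and *Maf* in N_PI_:N_0_ from −0.384 to 0.11. None of these was significant as reported except *Greb1*.

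Over splits of the libraries that part all same-numbered pairs, 1 of 4, the real one, gave a result as large for the PI shares of N_Ag_- and T_Ag_-specific genes, the Tr1 and TIL list and the DHS medians. Of 32 joint splits, 2 gave as many 10-fold genes and 8 each as many T_Ag_-specific and N_Ag_-specific genes, all of them leaving T_Ag_ and N_Ag_ whole, and the 24 splits mixing these groups gave at most 86 and 1.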

Differences from the paper's values

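No test in this part was chosen after the results were seen. The paper gives 637 genes with a 10-fold ratio, and 276 were counted here. Of the 8 alternatives set before the data were examined, calling genes without a minimum average count (560) comes within 1.5 times of the paper's number, and the other 7 and the 12 fits with a library left out do not. The axis marked PC3 gives about 29% in the paper's Fig. 1D, read by eye, against 8.686% here, and none of the 3 alternatives set before the data were examined closed the gap. With about 53% on the axis of PC1 in Fig. 1D, read by eye, about 29% cannot be the share of PC3, because PC2 would hold at least as much. PC2 held 27.55% here.

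The paper describes its tolerance-associated genes as more inducible in tolerized cells. As a ratio to rest, the Ag response was weaker there for *Ctla4* (log2 difference −1.23) and *Pdcd1* (−1.28). Both were already higher at rest, with mean normalized counts of 2185 in T_0 and 482.5 in N_0 for *Ctla4*, and 285 and 102 for *Pdcd1*. After Ag, *Ctla4* was still higher in T_Ag (8694) than N_Ag (4506). The weaker response therefore concerns the ratio to rest and not the level after Ag. No significant difference was found for *Tigit* (0.98), *Lag3* (1.37), *Havcr2* (0.12), *Nfil3* (1.010) and *Il21* (0.65). *Il10* (−0.04) had no more than 3 reads in any N_0_ library. Its rise in naive cells is a lower bound, so the test cannot decide, and no difference from the paper follows for *Il10*. *Nfil3* was called with DESeq2 (0.96) and in the fit of only the groups compared (1.001), *Tigit* without 1 N_Ag_ library (1.54), and *Lag3* without 1 T_0_ library (1.76) or 1 N_0_ library (1.77). *Pdcd1* did not differ between T_Ag_ and N_Ag_ (0.19), and was called only in the fit of the groups compared (0.20).

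The paper describes its immune response genes as less inducible in tolerized cells. All 8 were lower in T_Ag_ than N_Ag_. The difference in response was not significant for *Il2* (−1.76) and *Ccl1* (−5.13), which had no more than 11 reads in any library at rest, and with DESeq2 both were called (−1.79 and −5.37). For *Il3* and *Csf2*, with no more than 1 read in any library at rest, the edgeR model gives no usable test of the difference in response, and no difference from the paper follows. The DESeq2 value of *Il3* (−6.58) rests on 0 reads at rest in both cell states and restates the difference between T_Ag_ and N_Ag_.

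The paper lists *Il21* among genes higher in resting tolerized cells, and its difference at rest had an adjusted p of 0.0525 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (log2 fold change 2.36, higher in 3 of 3 replicates, adjusted p over the alternatives from 5.07e-05 to 0.696). It was called with DESeq2 (2.39), in the fit of only the groups compared (2.43) and without 1 T_0_ library (2.67).

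The paper states that PI does not induce the T_Ag_-specific genes in naive cells. Of the T_Ag_-specific genes found here, 59.87% were induced at least 2-fold in N_PI_ over N_0_, and *Il10* rose to a normalized count of 526 in N_PI_ from 1.65 in N_0_. *Dusp6*, *Havcr2*, *Nfil3* and *Il21* were also higher in N_PI_ than in N_Ag_, while *Pdcd1* was lower and *Tigit*, *Lag3* and *Maf* did not differ. Of the 152 T_Ag_-specific genes, 29 (19.08%) were higher in N_PI_ than N_Ag_, with a median log2 fold change of −0.16. In T_PI_, 94 of the 152 (61.84%) were at least 2-fold higher than in N_PI_.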

Other observations

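The tests on the Y-linked reads and on Foxp3 in this part were chosen only after the results were seen.

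Among genes of the AP-1 family and its partners, *Fosl2* was lower in T_Ag_ than N_Ag_ (log2 fold change −1.80, standard error 0.09), *Fos* (−0.29) and *Fosb* (−0.48) did not differ, and *Jun* was higher (1.18, standard error 0.19). *Junb* (−0.30), *Batf* (−0.36) and *Jund* (0.26), which shares 543 bp with *Gm11175*, were not significant either, but *Batf* was called lower with DESeq2 and in the fit of only the groups compared, *Junb* lower in the latter, and *Jund* higher with the replicate block and without 1 T_Ag_ or 1 N_Ag_ library. *Irf4* was lower by −0.38 and *Cblb* by −0.30 (not significant in 1 and 2 of the 6 fits with a library left out, nor with marker scores as covariates), after being higher in T_0_ than N_0_ by 0.58. *Ehd1* was lower in T_Ag_ (−2.22, standard error 0.17), and *Ikzf2* was higher in T_0_ (1.83) and T_Ag_ (2.07). Of 3 Egr genes, which were chosen after their values were seen, *Egr1* was higher in T_Ag_ than N_Ag_ (0.77, standard error 0.12), while *Egr2* (0.251) and *Egr3* (−0.264) did not differ. *Egr2* was called higher in the fit of only the groups compared (0.265), and *Egr3* lower with the Y-linked reads as a covariate (−0.438). *Egr1* shares 8 bp with *Gm17507*.

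Of 6 genes of regulatory T cells that were examined, 4 were higher in T_0_, *Foxp3*, *Il2ra* (0.892), *Ikzf2* and *Nrp1*, while *Tnfrsf18* (0.224), which shares 414 bp with *Gm16008*, and *Tnfrsf4* (0.392) did not differ. *Foxp3*, *Il2ra*, *Tnfrsf18* and *Tnfrsf4* were chosen after their values were seen. *Il2ra* was not significant in 1 of the 6 fits with a library left out and under 3 of 7 alternatives. *Foxp3*, which shares 590 bp with *Ccdc22* on the opposite strand, rose by 1.45 (standard error 0.44, adjusted p = 0.0336). Its replicates overlapped, and the rise was not significant in 4 of the 6 fits with a library left out and under 3 of 7 alternatives. A larger share of Foxp3-positive cells was tested as an explanation of the tolerance-associated genes. Of 10, 3 (*Lag3*, *Maf* and *Il10*) rose more than *Foxp3* by over 2 standard errors. In addition, *Foxp3* was lower in 1 T_0_ library (339.5) than in 1 N_0_ library (367.5), while all 10 genes were higher in each T_0_ library than in each N_0_ library. These values argue against a larger share of these cells as the only cause for *Lag3*, *Maf* and *Il10*. The other genes did not rise beyond *Foxp3* by this limit. The comparison of single libraries rests on 1 T_0_ library, so the explanation stays open for them. RNA from other cells was tested with marker scores as covariates, under which 0 of the 4 genes found higher were still higher, but the same was seen in all 20 shuffles of the scores, so this leaves the question open.

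The induction of T_Ag_-specific genes by PI in naive cells was tested against 2 technical explanations. Because the N_PI_ libraries differ from N_0_ in sex, the share was recomputed with the Y-linked reads as a covariate, which gave 58.62%. This covariate takes the effect of sex from T_0_ and T_Ag_, so an effect confined to naive or PI-treated cells would escape it. After thinning to equal totals it was 62.22%. Neither removed the induction, and the response of naive cells to PI remains as a hypothesis. An effect of culture could not be tested, since no group was cultured without PI, and it stays open. 26 genes followed the Y-linked reads across groups, of which 8 lie on the sex chromosomes.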
